# Defining the networks that connect RNase III and RNase J-mediated regulation of primary and specialized metabolism in *Streptomyces venezuelae*

**DOI:** 10.1128/jb.00024-25

**Published:** 2025-04-14

**Authors:** Meghan A. D. Pepler, Emma L. Mulholland, Freddie R. Montague, Marie A. Elliot

**Keywords:** *Streptomyces*, ribonuclease, gene regulation, specialized metabolism, development

## Abstract

RNA metabolism involves coordinating RNA synthesis with RNA processing and degradation. Ribonucleases play fundamental roles within the cell, contributing to the cleavage, modification, and degradation of RNA molecules, with these actions ensuring appropriate gene regulation and cellular homeostasis. Here, we employed RNA sequencing to explore the impact of RNase III and RNase J on the transcriptome of *Streptomyces venezuelae*. Differential expression analysis comparing wild-type and RNase mutant strains at distinct developmental stages revealed significant changes in transcript abundance, particularly in pathways related to multicellular development, nutrient acquisition, and specialized metabolism. Both RNase mutants exhibited dysregulation of the BldD regulon, including altered expression of many cyclic-di-GMP-associated enzymes. We also observed precocious chloramphenicol production in these RNase mutants and found that in the RNase III mutant, this was associated with PhoP-mediated regulation. We further found that RNase III directly targeted members of the PhoP regulon, suggesting a link between RNA metabolism and a regulator that bridges primary and specialized metabolism. We connected RNase J function with translation through the observation that RNase J directly targets multiple ribosomal protein transcripts for degradation. These findings establish distinct but complementary roles for RNase III and RNase J in coordinating the gene expression dynamics critical for *S. venezuelae* development and specialized metabolism.

**IMPORTANCE:**

RNA processing and metabolism are mediated by ribonucleases and are fundamental processes in all cells. In the morphologically complex and metabolically sophisticated *Streptomyces* bacteria, RNase III and RNase J influence both development and metabolism through poorly understood mechanisms. Here, we show that both ribonucleases are required for the proper expression of the BldD developmental pathway and contribute to the control of chloramphenicol production, with an interesting connection to phosphate regulation for RNase III. Additionally, we show that both RNases have the potential to impact translation through distinct mechanisms and can function cooperatively in degrading specific transcripts. This study advances our understanding of RNases in *Streptomyces* biology by providing insight into distinct contributions made by these enzymes and the intriguing interplay between them.

## INTRODUCTION

Post-transcriptional regulation is a critical component of cellular control in bacteria. The constant turnover of RNA can facilitate rapid changes in gene expression, and the stability of a given transcript is largely governed by its accessibility to ribonucleases (RNases) (1). RNases can degrade RNA from within a transcript (endoribonucleases) or from a terminal end (exoribonuclease). In many bacteria, RNA turnover is mediated by degradosome complexes (2–5). The degradosome has been best studied in the Gram-negative bacterium *Escherichia coli,* where the complex is assembled around the large endoribonuclease RNase E (2, 6). In this complex, RNase E associates with the exoribonuclease polynucleotide phosphorylase (PNPase), the glycolytic enzyme enolase, and the DEAD-box RNA helicase RhlB. RNA degradation in Gram-positive bacteria involves a different suite of RNases, as most Gram-positive bacteria do not encode RNase E homologs. In *Bacillus subtilis,* the membrane-anchored endoribonuclease RNase Y is the primary decay-initiating enzyme (7–11). It has been suggested that RNase Y makes transient interactions with several “degradosome-like” proteins (12–15), in addition to scaffolding a “Y-complex” that includes YlbF, YmcA, and YaaT (16–21). RNase E and RNase Y both preferentially cleave 5ʹ monophosphorylated RNA molecules (5, 9). Thus, RNA decay is typically initiated by a preliminary endonucleolytic cleavage event that generates monophosphorylated 5ʹ ends or by a pyrophosphohydrolase (e.g., RppH) that converts 5ʹ triphosphates to monophosphates (5, 9). In addition to a suite of diverse single-strand-specific RNases, most bacteria also encode the double-stranded RNA-specific RNase III (22). This enzyme is highly conserved across bacteria and eukaryotes, and its capacity to cleave double-stranded RNA means it contributes to the metabolism and/or processing of both mRNAs bound by non-coding small RNAs and highly structured RNAs like ribosomal RNAs (rRNAs) (5, 22–24).

As investigations into RNase activity in bacteria have extended beyond the *E. coli* and *B. subtilis* model systems, it has become evident that there is diversity in the number and type of RNases employed by any given bacterium (2, 25–30). The actinobacteria are a phylum of Gram-positive bacteria that includes *Streptomyces* and *Mycobacterium*. These bacteria encode a set of RNases that includes RNase III, RNase J, and contrary to what is observed in most other Gram-positive genera, RNase E (31). *Streptomyces* have been studied extensively as a model of multicellular growth in bacteria and for their production of medically relevant specialized metabolites. The *Streptomyces* classical life cycle is defined by morphologically and metabolically distinct developmental stages (32). The cycle begins with spore germination, which involves the emergence of one or two hyphal filaments that grow via tip extension and branching to form a dense hyphal network. On solid media, reproductive growth initiates with the raising of aerial hyphae and culminates with the subdivision of the aerial cells into chains of unigenomic spores. In *Streptomyces* species that can differentiate in a liquid medium (e.g., *Streptomyces venezuelae*), the growth stage that is analogous to aerial development is termed “fragmentation,” where the vegetative hyphae break apart before forming short chains of spores. It is during aerial development/fragmentation that *Streptomyces* typically initiate specialized metabolism. The cooperative regulation of multicellular development and specialized metabolism has been extensively studied in *Streptomyces,* but the contribution of RNases to the regulation of these processes has not been studied in detail.

We have previously observed that deleting *rnc* (RNase III) or *rnj* (RNase J) from *S. venezuelae* affects development, antibiotic production, normal sporulation, and ribosome assembly (33). The loss of these enzymes leads to decreased production of the specialized metabolite jadomycin and the accumulation of 100S inactive ribosomes. Deleting *rnc* also causes the growing colony to peel away from the solid medium, while the Δ*rnj* mutant develops more slowly in a liquid medium than its wild-type parent and is delayed in sporulation (33). While the phenotypes of the *rnc* and *rnj* mutants are clear in *S. venezuelae*, the pathways by which their associated RNases exert their effects remain unknown. Here, we took a transcriptomic approach to understanding the changes in gene expression and transcript abundance over time within these two mutants. We observed that regulatory networks governing the progression of multicellular development, nitrogen assimilation, phosphate uptake, and specialized metabolism were significantly differentially expressed. The altered transcription profiles observed were similar for both mutants and were significantly different compared with their wild-type parent strain; however, these parallel transcriptional changes yielded different phenotypic outcomes for the two mutant strains. We determined that RNase III, but not RNase J, likely contributes directly to the control of phosphate uptake in *S. venezuelae*. Our data also suggest that RNase III and RNase J affect the biogenesis of the translational machinery in distinct ways. Overall, our work emphasizes the complexity of RNase-based regulation and provides insights into how these enzymes affect the temporal regulation of development and specialized metabolism in *Streptomyces*.

## RESULTS

### RNA-sequencing analysis reveals a global impact of *rnc* and *rnj* deletion

To better understand how RNase III and RNase J affect *S. venezuelae* development and specialized metabolism, we undertook a transcriptomic approach. We isolated RNA from wild-type and RNase mutant strains at distinct stages of classical development in a liquid medium (vegetative growth, hyphal fragmentation, and—for the mutant strains—sporulation; we were unable to successfully extract intact RNA from sporulating wild-type samples). We subjected the vegetative and hyphal fragmentation samples to differential expression analysis, comparing mutant and wild-type strains. We also analyzed changes in the transcriptome of each mutant over time to assess trends in gene expression across developmental stages. For our differential expression analysis, we focused our attention on genes that were reasonably well expressed (baseMean >50, representing the normalized average expression level of a gene across all samples) and that had significantly altered transcript abundance when comparing the wild-type strain to either mutant (log_2_ fold change > |2|, with an adjusted *P*-value < 0.05).

When considering comparisons between wild-type and RNase mutants during vegetative growth and hyphal fragmentation, we found 739 unique genes had significantly altered transcript levels in the Δ*rnc* mutant relative to the wild-type, representing 9.8% of all annotated genes. In the Δ*rnj* mutant, 688 unique genes were significantly changed, representing 9.2% of all annotated genes. The Δ*rnc* and Δ*rnj* mutants shared 367 differentially expressed genes, which included 242 genes during vegetative growth, 171 genes during hyphal fragmentation, and 46 genes represented at both stages (Fig. 1A). Intriguingly, we noted that these 367 shared genes tended to be similarly affected (either upregulated or downregulated in the same way, relative to wild-type). In assessing the biological functions impacted by the loss of these RNases, we sorted all significantly differentially expressed genes into functional categories defined by the Clusters of Orthologous Genes (COG) database (34). For both the Δ*rnc* and Δ*rnj* mutants, among the COG categories that were most highly represented were those involved in transcription and signal transduction mechanisms (Fig. 1B). This could, in part, explain the global shift in transcript abundance observed for these two mutants relative to their wild-type parent, as altered levels of key transcriptional regulators could affect the transcript abundance of their associated regulons. We, therefore, sought to identify regulatory networks of interest within the signal transduction and transcription COG categories, where changing the abundance of a few members could be expected to have broad transcriptional effects.

**Fig 1:**
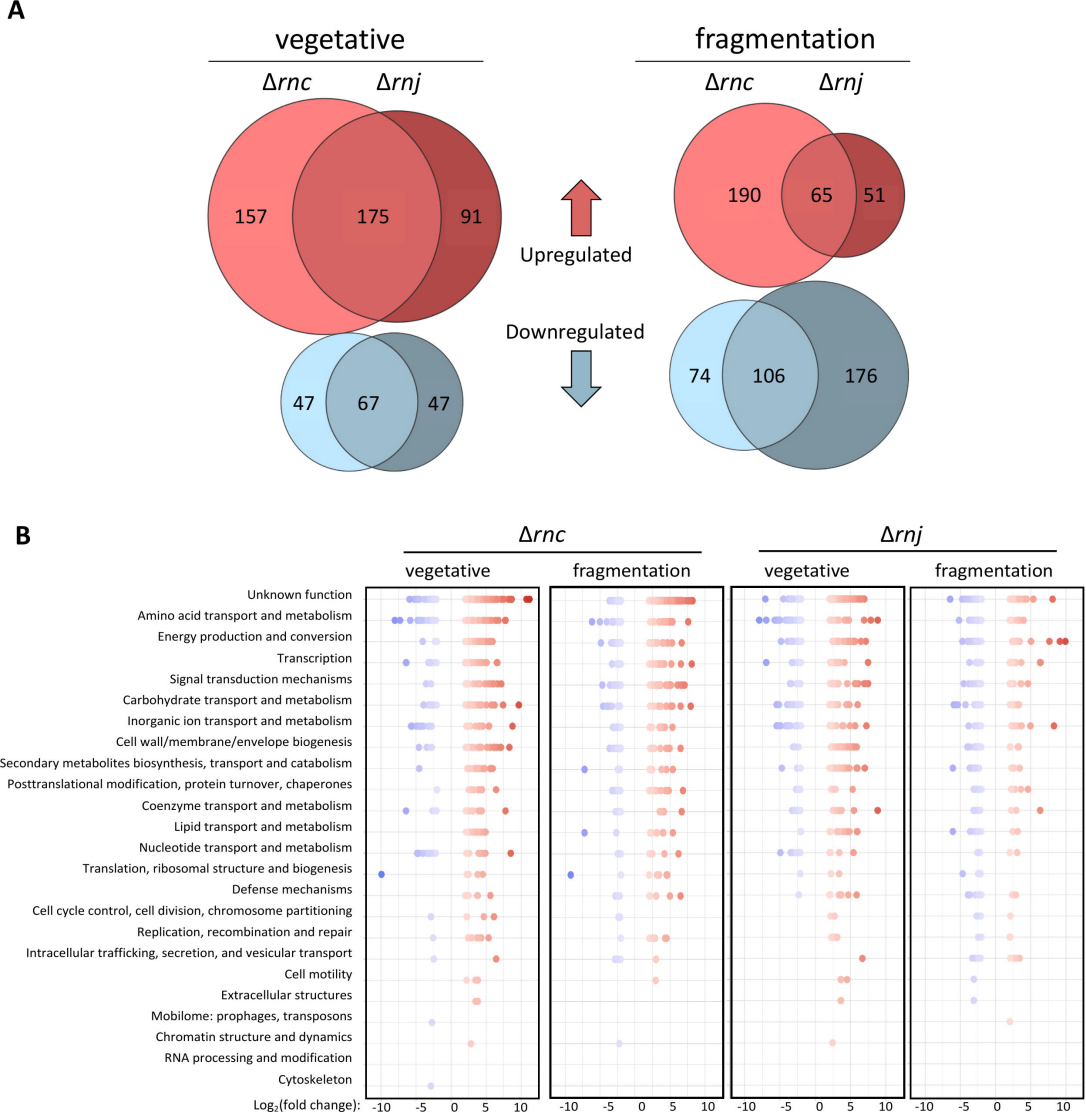
Global shifts in transcript abundance in RNase III and RNase J mutant strains. (**A**) Euler plot representing the number of significantly differentially expressed genes shared between RNase III and RNase J mutants during vegetative and fragmentation stages of development. (**B**) COG analysis for significantly differentially expressed genes, where these genes are sorted into functional categories. The Y-axis is ordered by average abundance across all samples.

### Regulators of multicellular development are differentially expressed in RNase mutants

RNases have been previously implicated in the regulation of morphological differentiation in *Streptomyces*. For example, AdpA is a transcriptional regulator that controls the expression of hundreds of genes involved in reproductive growth. In *Streptomyces coelicolor,* the *adpA* transcript is significantly upregulated in an RNase III mutant and is cleaved by this enzyme *in vitro* (35). Contrary to what was observed in *S. coelicolor*, we found that *adpA* transcript levels in *S. venezuelae* were less abundant in the Δ*rnc* mutant compared with the wild-type during vegetative growth and hyphal fragmentation (although these differences were not statistically significant), suggesting that *adpA* is unlikely to be a direct target of RNase III in *S. venezuelae*. This suggests that RNase III targets may differ between species.

While we observed no significant change in *adpA* transcript levels, additional analyses revealed that many other developmental genes were significantly differentially expressed in both the ∆*rnc* and ∆*rnj* mutants. For example, we found that *bldM* and *bldN* were highly upregulated during vegetative growth with respect to the wild-type. These are both known targets of the master regulator BldD (36), and indeed, most members of the BldD regulon were upregulated during vegetative growth in both mutant strains, although the expression of *bldD* itself was not significantly altered (Fig. 2A). BldD activity is controlled by cyclic-di-GMP (c-di-GMP), where this molecule promotes BldD dimerization, enabling DNA binding and target gene repression (37–39). Since we observed changes in the BldD regulon but not *bldD* levels, we therefore asked whether any diguanylate cyclase- (responsible for c-di-GMP synthesis) or phosphodiesterase- (responsible for c-di-GMP degradation) encoding genes were differentially expressed in either the ∆*rnc* or ∆*rnj* mutant strains. We found that many of these genes had altered transcript abundances (Fig. 2B). During vegetative growth, the diguanylate cyclase-encoding genes *cdgE* and *cdgC* were upregulated in the ∆*rnc* and ∆*rnj* mutants, respectively. During hyphal fragmentation, the diguanylate cyclase-encoding gene *cdgC* and the phosphodiesterase-encoding gene *rmdB* were downregulated in both mutant strains, whereas *cdgF* and *vnz_36075* (encoding a bifunctional diguanylate cyclase/phosphodiesterase and putative diguanylate cyclase, respectively) were upregulated in both mutant strains. *cdgE* and *cdgD* were also upregulated during hyphal fragmentation in the ∆*rnc* and ∆*rnj* mutants, respectively (40). This collectively suggested that c-di-GMP pools may be altered in the RNase mutant strains. The observed upregulation of BldD regulon members suggests that this repressor is less active, implying that there may be reduced concentrations of c-di-GMP available (either globally or locally) to promote its dimerization and repressive function.

**Fig 2:**
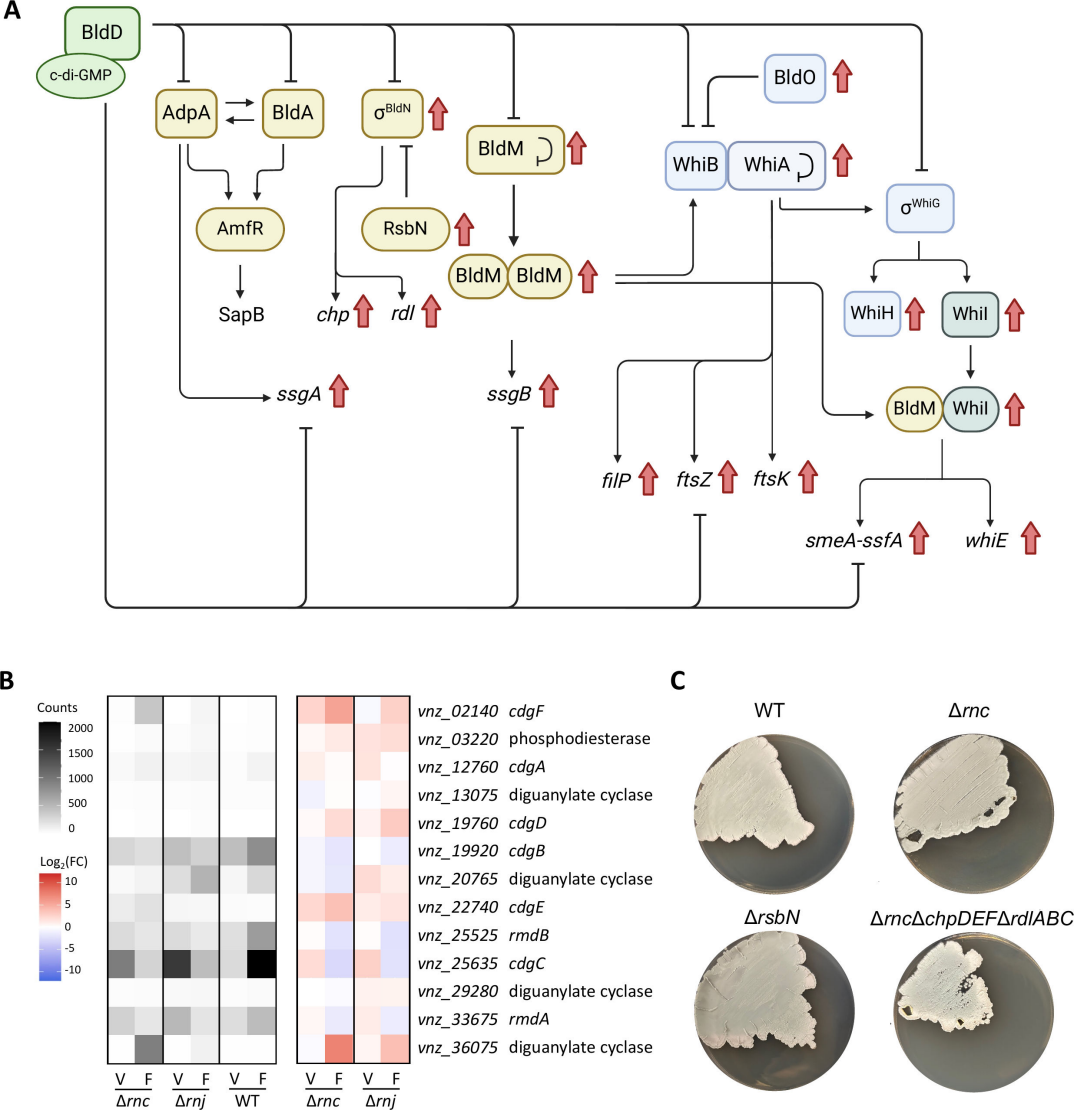
Regulators of multicellular development are differentially expressed in RNase mutants. (**A**) Schematic of the BldD regulon, colored by stage of development where the associated gene product is typically active. Red arrows indicate genes that are significantly upregulated in both the RNase III and RNase J mutant strains, relative to the wild-type. (**B**) Differential expression of diguanylate cyclases and phosphodiesterases in *S. venezuelae*. Normalized counts for each strain (averaged across biological replicates) are presented on the left, and Log_2_(fold change) for these counts between the wild-type and either RNase mutant is presented on the right. V, vegetative; F, fragmentation. (**C**) Phenotypic comparisons between wild-type and *rnc* mutant strains (top left and right, respectively), relative to the *rnc* mutant strain overexpressing the chaplin/rodlin genes (*rsbN* mutant; bottom left), and the *rnc* mutant strain lacking several chaplin and rodlin genes (bottom right).

Included amongst the differentially expressed genes within the (indirect) BldD regulon were the rodlin and chaplin genes, which were highly upregulated in both ∆*rnc* and ∆*rnj* mutant strains. The function of the rodlin and chaplin proteins is to coat the surface of the aerial hyphae, where they confer these hyphae with hydrophobic properties that promote their escape of surface tension and enable their extension into the air (41–46); these genes are under the direct control of sigma BldN (σ^BldN^). The precocious upregulation of these morphogenetic protein-encoding genes during vegetative growth did not lead to premature reproductive growth for either the ∆*rnc* or ∆*rnj* mutants. Instead, we observed that the ∆*rnj* mutant was significantly delayed in sporulation. We did, however, note that the *rnc* mutant had a tendency to “peel” away from the growth substrate on solid medium, and we wondered if this phenotype may be a result of enhanced chaplin/rodlin production, given the surfactant capabilities of both these protein family members. To investigate this possibility, we generated two *S*. *venezuelae* strains: one where the rodlins and chaplins were expected to be overexpressed and another where most of the chaplins and rodlins were deleted in the ∆*rnc* mutant background. To achieve overexpression, we generated an ∆*rsbN* mutant, where *rsbN* encodes the σ^BldN^-specific anti-sigma factor. *rsbN* deletion leads to hyperactivity of σ^BldN^, which in turn increases the expression of the rodlin and chaplin genes (47). In parallel, we generated a ∆*rnc*∆*chpDFG*∆*rdlAB* mutant strain, where many of the rodlin (two of three) and chaplin (three of seven) genes were deleted in the ∆*rnc* mutant background. We had predicted that if the rodlins and chaplins were responsible for the *rnc* peeling phenotype, then the “peeling” aspect of the ∆*rnc* mutant phenotype would be recapitulated in the ∆*rsbN* strain and resolved in the ∆*rnc*∆*chpDFG*∆*rdlAB* strain. Instead, we found that deleting select rodlin and chaplin genes did not alter the peeling characteristics of the ∆*rnc* mutant phenotype (Fig. 2C), nor was an equivalent peeling phenotype seen for the chaplin/rodlin overexpressing ∆*rsbN* strain. These observations suggested that this phenotype was unlikely to be the result of precocious rodlin and chaplin production.

### Regulators of nutrient acquisition are differentially expressed in RNase mutants

Given that the initiation of *Streptomyces*’s reproductive growth is thought to occur in response to nutrient starvation, we considered whether the RNase mutants may be dysregulated in their nutrient uptake or metabolism. In looking at different nutrient acquisition pathways, we found that many genes involved in nitrogen assimilation and phosphate uptake were differentially expressed in both the ∆*rnc* and ∆*rnj* mutant strains relative to wild-type.

Genes related to nitrogen assimilation were upregulated during reproductive growth, particularly in the ∆*rnj* mutant. Notably, nearly all these differentially affected genes were part of the GlnR regulon (Fig. 3A). Under nitrogen-limited growth conditions, GlnR activates the expression of genes involved in nitrogen assimilation, including those encoding nitrate and ammonium transporters, assimilatory nitrate/nitrite reductases, and glutamine synthetases (48, 49). Comparing transcript abundance within each mutant over time showed that these higher levels of gene expression continued into the sporulation phase for both ∆*rnc* and ∆*rnj* mutants (Fig. 3A). These increased transcript levels were unlikely to be the result of increased *glnR* expression, as its transcript levels did not change significantly in either mutant relative to the wild-type, at any time point (Fig. 3A). One possible explanation could be due to lack of competition with PhoP. In contrast to the nitrogen-associated regulon, the genes encoding the PhoRP two-component system were downregulated during vegetative growth (Fig. 3B). This system responds to phosphate limitation by increasing the expression of genes involved in phosphate uptake (50–53). Under low phosphate growth conditions, the PhoR kinase phosphorylates and activates the PhoP response regulator. We observed that several PhoP target genes were expressed at lower levels in the RNase mutants compared with the wild-type during vegetative growth (and fragmentation for the *rnj* mutant), including the *pst* operon, which encodes a phosphate ABC transporter; *phoD*, which encodes a secreted alkaline phosphatase; and *phoU*, which encodes a phosphate transport system regulatory protein (Fig. 3B).

**Fig 3:**
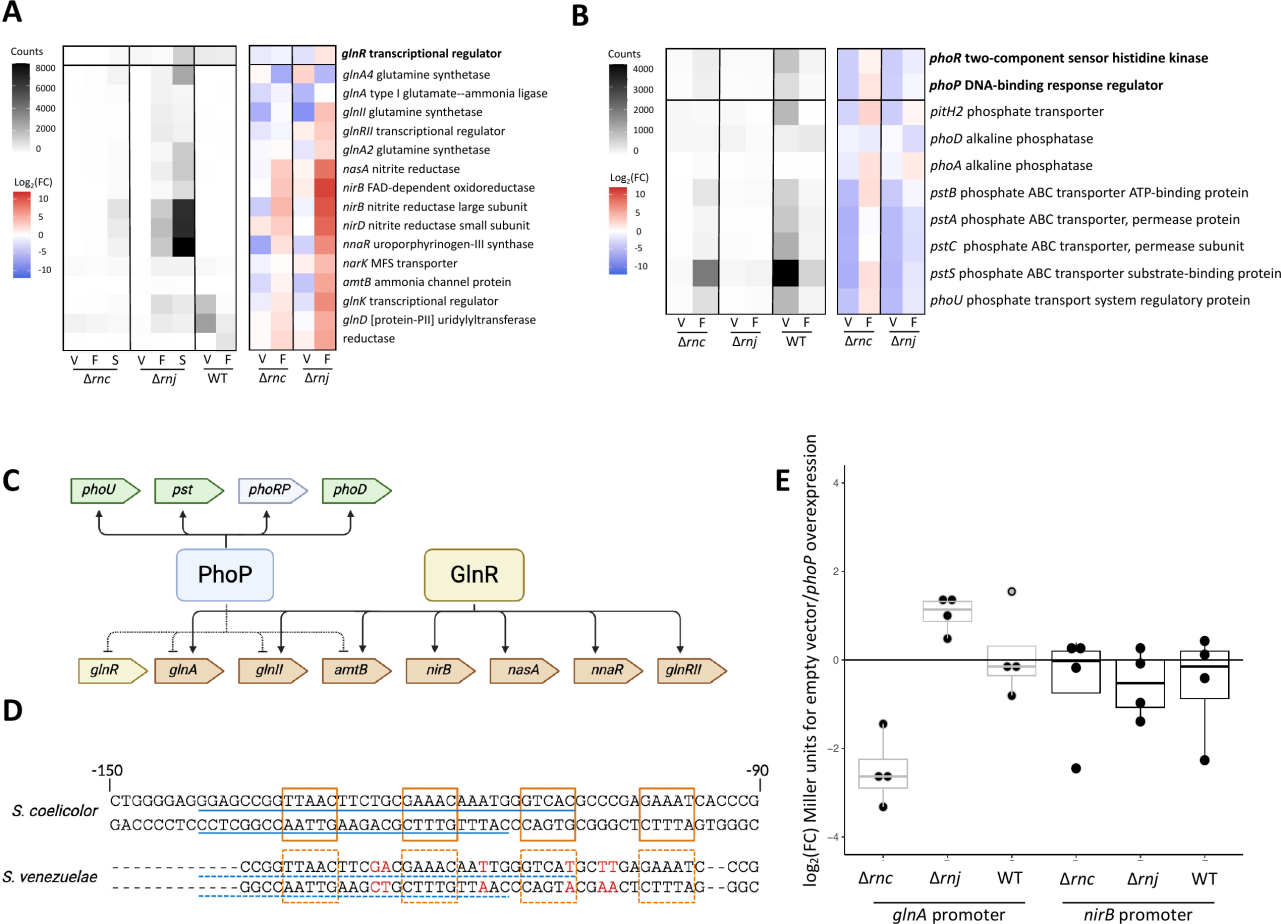
Dysregulation of nitrogen assimilation and phosphate uptake-related genes in RNase mutants. (**A**) Normalized counts (averaged across biological replicates) for GlnR regulon members are presented for RNase mutants at three stages of development and for wild type at two stages of development (left). Log_2_(fold change) for these counts between the wild-type and either RNase mutant is presented on the right. V, vegetative; F, fragmentation; S, sporulation. (**B**) Left: normalized counts for the PhoRP two-component system-encoding genes and their associated regulon for each strain (averaged across biological replicates). Right: Log_2_(fold change) for these counts between the wild-type and either RNase mutant. (**C**) Schematic illustrating the known crosstalk between GlnR and PhoP. (**D**) Overlapping GlnR binding sites (orange boxes) and PhoP binding sites (blue line) for the *glnA* promoter region in *S. coelicolor* and their conservation in *S. venezuelae* (putative binding sites in dashed boxes/lines). Non-conserved residues are coloured in red. (**E**) Fold change was calculated for each biological replicate, where the difference between promoter activity in a strain carrying an empty vector and a strain carrying the *phoP* phosphomimetic construct was calculated and log_2_ transformed, for each of the two promoters (*glnA* and *nirB*), in wild-type, *rnc,* and *rnj* mutant strain backgrounds.

The phosphate uptake and the nitrogen assimilation regulatory networks are interconnected, with PhoP competing with GlnR for binding to the promoters of several nitrogen assimilation genes (Fig. 3C) (52, 54, 55). The regulatory effects of GlnR and PhoP on the nitrogen assimilation genes have also been reported to be inversely correlated, with GlnR activating their expression and PhoP repressing them. In *S. coelicolor*, shared GlnR/PhoP target promoters include *glnR*, *glnA,* and *glnII* (glutamine synthetases), as well as *amtB* (ammonium transporter) (55). If PhoP was less abundant in the *S. venezuelae* RNase mutants, as suggested by the RNA-sequencing data, then GlnR may have less competition in binding their shared targets, leading to a concomitant increase in transcription of these shared target genes.

We, therefore, sought to investigate the contribution of *phoRP* downregulation to the ∆*rnc* and ∆*rnj* mutant transcriptomes. We reasoned that if reduced competition between GlnR and PhoP was responsible for the upregulation of genes (e.g., *glnII*, *glnA*, and *amtB*), then overexpressing *phoP* should return transcript levels of these genes in the mutants to near wild-type levels. To test this, we generated a *phoP* phosphomimetic overexpression construct (53, 56) and introduced it into ∆*rnc*, ∆*rnj*, and wild-type *S. venezuelae* strains. To monitor the expression of nitrogen-assimilation-related genes, we employed a GusA reporter system and introduced the reporter constructs into our *phoP* overexpression and control strains. We monitored the activity of the *nirB* promoter as a negative control (not reported to be co-regulated by GlnR and PhoP) and the *glnA* promoter as our candidate regulon member, as it is targeted by both PhoP and GlnR in *S. coelicolor* (55) and has conserved binding sites in *S. venezuelae* (Fig. 3D). We measured the promoter activity of *nirB* and *glnA* in strains with an empty plasmid control and compared this to the same strain with the *phoP* phosphomimetic overexpression plasmid. As expected, *nirB* reporter activity was unaffected by *phoP* overexpression (Fig. 3E). Conversely, *glnA* promoter activity was reproducibly reduced in the ∆*rnc* mutant carrying the *phoP* phosphomimetic overexpression construct compared with its control strain (empty plasmid-carrying ∆*rnc* mutant) (Fig. 3E). The *phoP* overexpression construct had no effect; however, on *glnA* promoter activity in the ∆*rnj* mutant or wild-type strains. This suggested that the ∆*rnc* mutant may be more sensitive to changes in PhoP-mediated regulation than either the wild-type or the ∆*rnj* mutant.

### PhoP contributes to precocious chloramphenicol production in ∆*rnc* but not ∆*rnj*

Beyond the effect of PhoP on nitrogen metabolism, there can also be significant crosstalk between PhoP and specialized metabolic regulators. This has been seen in *S. coelicolor*, where PhoP and AfsR compete for binding to the *afsS* promoter, and AfsS, in turn, impacts the expression of the actinorhodin and undecylprodigiosin biosynthetic clusters (57). Given the disruptions we found in the PhoRP regulon in our RNase mutants, we sought to assess whether specialized metabolic gene expression in the ∆*rnc* and ∆*rnj* mutant strains differed from that of the wild-type.

In both RNase mutant strains, we identified genes having altered transcript abundance in five biosynthetic gene clusters. These clusters were predicted to direct the production of chloramphenicol, melanin, an uncharacterized lanthipeptide, an unknown non-ribosomal peptide, and a terpene (based on antiSMASH detection [58]). For the affected genes in each cluster, precocious expression was seen in the two RNase mutant strains, with transcript levels being significantly higher than in the wild-type during vegetative growth. We set out to test if the increased expression of biosynthetic gene clusters also resulted in increased cluster product levels, and if so, whether this increased specialized metabolite production stemmed from *phoRP* downregulation. For this, we focused on the chloramphenicol biosynthetic cluster due to the strong upregulation of its genes in both mutants (Fig. 4A) and its well-characterized biosynthetic pathway (59–62). We quantified chloramphenicol abundance during vegetative growth in the wild-type, ∆*rnc* mutant, and ∆*rnj* mutant strains of *S. venezuelae*, with each carrying either our *phoP* phosphomimetic overexpression construct or an empty vector as a control. We found that both ∆*rnc* and ∆*rnj* mutants produced significantly higher levels of chloramphenicol compared with the wild-type, and that chloramphenicol levels were higher in the ∆*rnj* mutant than the ∆*rnc* mutant (Fig. 4B). We further observed that in the ∆*rnc* mutant strain, *phoP* overexpression reduced chloramphenicol production to roughly wild-type levels, indicating that *phoRP* downregulation likely contributed to the increased antibiotic production observed in the ∆*rnc* mutant strain. Our findings here mirrored our observation that PhoP affected *glnA* promoter activity in the ∆*rnc* mutant but not the ∆*rnj* mutant. Indeed, overexpression of phosphomimetic PhoP did not significantly impact chloramphenicol levels in the ∆*rnj* mutant relative to its control strain (Fig. 4B). While there was a trend observed for less chloramphenicol production in the ∆*rnj* mutant following *phoP* overexpression, this reduction did not approach wild-type levels; therefore, we could not attribute the increased antibiotic production in the ∆*rnj* mutant solely to *phoP* downregulation. It seems that while the ∆*rnc* and ∆*rnj* mutants have similar transcriptional and metabolic profiles, different mechanisms appear to drive the observed effects.

**Fig 4:**
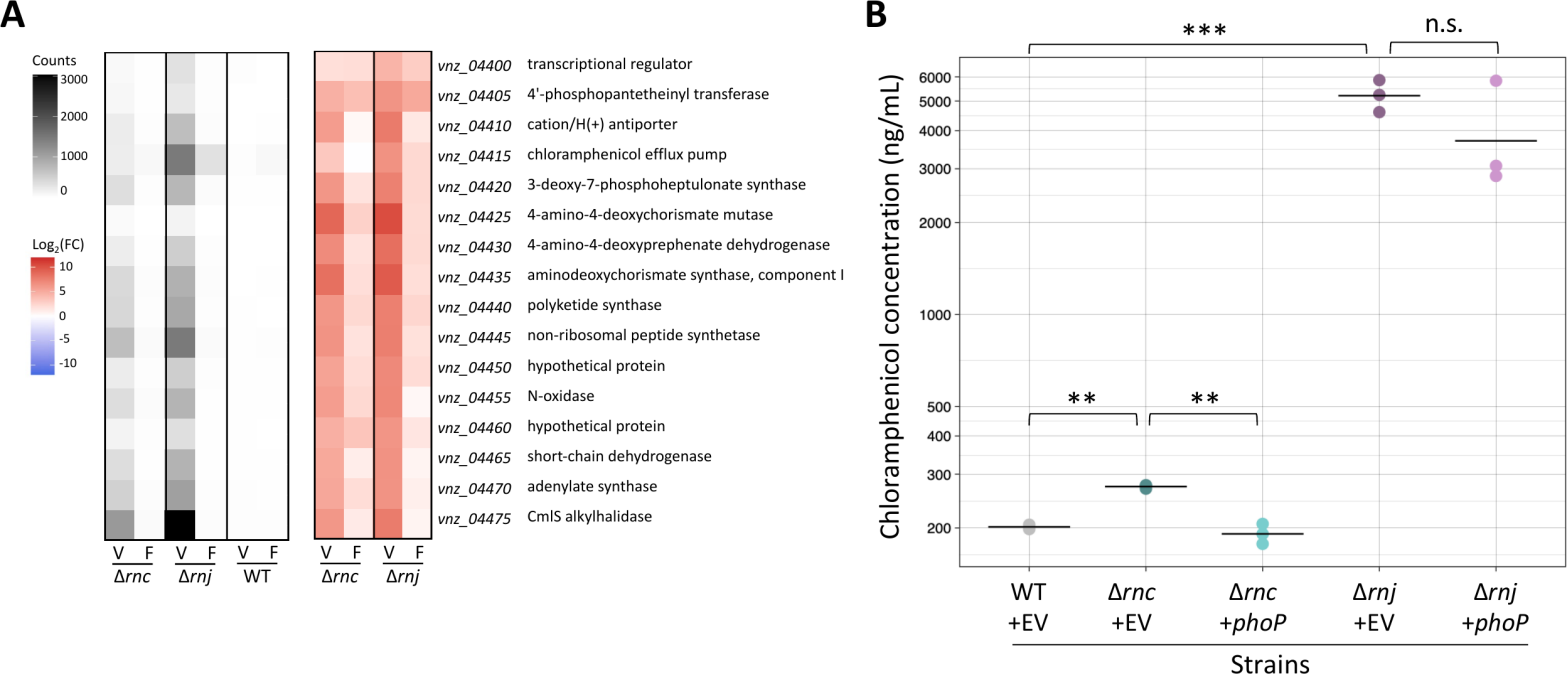
Upregulation of the chloramphenicol biosynthetic cluster is associated with precocious chloramphenicol production in both RNase mutant strains. (**A**) Chloramphenicol biosynthetic gene expression was assessed in Δ*rnc* and Δ*rnj* mutants relative to the wild-type during vegetative growth. Normalized counts for each strain (averaged across biological replicates) are presented on the left, and the Log_2_(fold change) for these counts between the wild-type and either RNase mutant is presented on the right. V, vegetative; F, fragmentation. (**B**) Quantification of chloramphenicol production levels in wild-type (carrying an empty vector [EV] as a control), compared with RNase mutants carrying either an EV or vector with an overexpression *phoP* phosphomimetic variant (+*phoP*).

### *phoU* is directly targeted by RNase III

Having established that multiple aspects of the ∆*rnc* mutant phenotype were due to reduced expression of the *phoRP* genes, we next wanted to better understand the connection between RNase III and this operon. In *E. coli,* the *phoP* transcript can be bound by a small, *cis-*encoded antisense RNA, with the resulting double-stranded complex being targeted for degradation by RNase III (63). In *S. venezuelae,* we noted low-level antisense reads mapping to the *phoRP* operon (Fig. 5A; red arrow), and so we wondered if *phoP* may be targeted by RNase III in *S. venezuelae* in a similar way as in *E. coli*.

**Fig 5:**
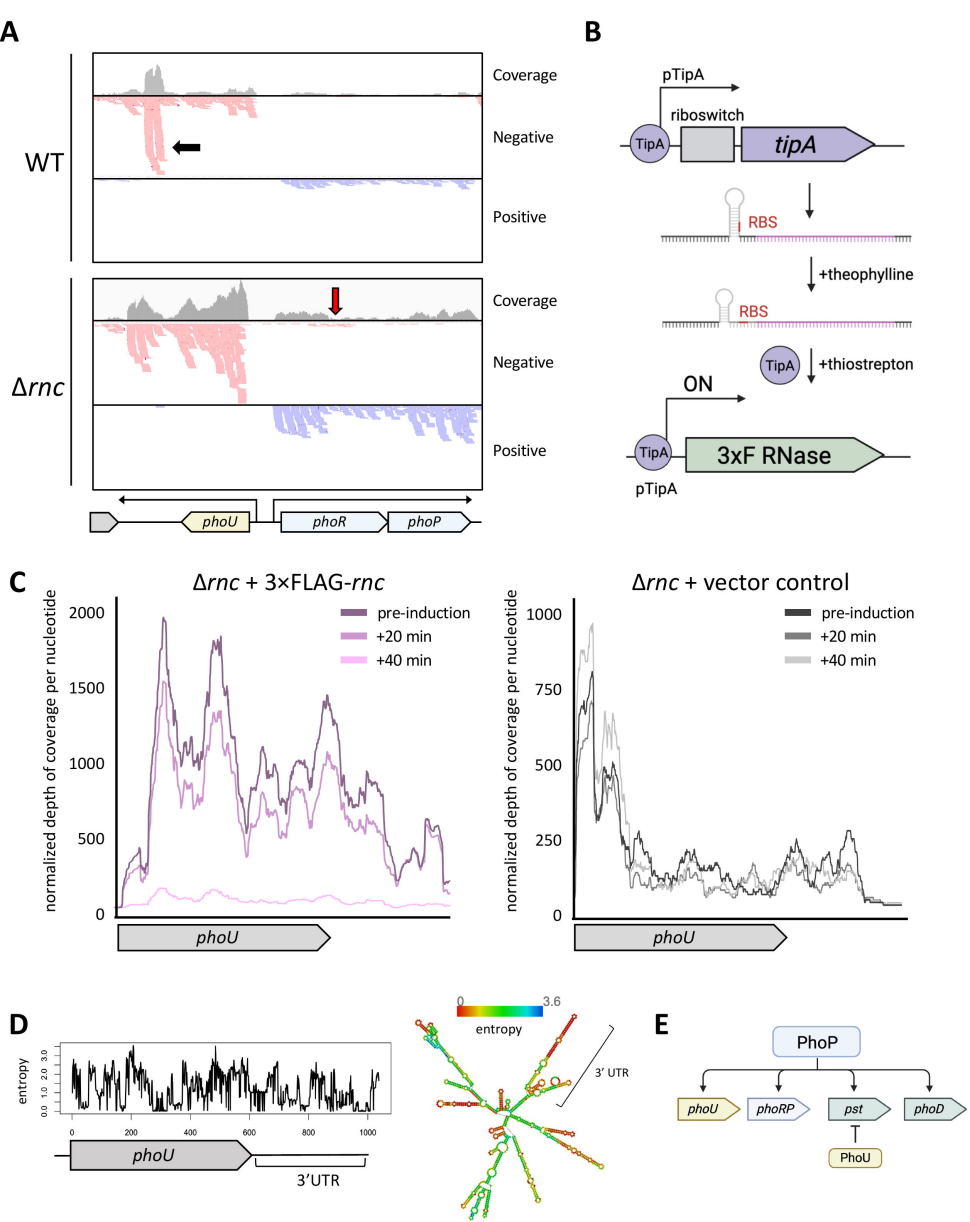
The PhoU transcript is directly targeted by RNase III. (**A**) Reads aligning to the *phoRP* and *phoU* region from the wild-type and RNase III mutant samples (during fragmentation), including a pileup of reads aligning to the 3′ UTR of *phoU* (black arrow), and a low level of antisense reads aligning to the *phoR* gene in the RNase III mutant background (red arrow). (**B**) Schematic for the transcriptionally and translationally acting inducible system. The addition of theophylline relieves translational repression, where the ribosome binding site upstream of *tipA* becomes accessible. The subsequent addition of thiostrepton increases the affinity of TipA for its own promoter sequence, which is upstream of *rnc* fused to a 3×FLAG tag N-terminal sequence. (**C**) Reads aligning to *phoU,* before and after RNase III induction. Normalized depth of coverage per nucleotide is plotted over the *phoU* coding region and into the 3′ UTR in the experimental sample (carrying the 3×FLAG tagged RNase III; left) and the control sample (lacking the inducible RNase III construct; right). Depth of coverage/nucleotide was normalized by library size, and a loess regression trendline is presented (span = 0.1 was used to account for high/nucleotide variability; representative biological replicate is presented here). (**D**) The *phoU* transcript has a highly structured 3′ UTR based on RNAfold predictions (right), and this region is associated with lower entropy compared with the coding sequence (left). (**E**) Schematic indicating a role for PhoU in a negative feedback loop within the PhoP regulon, where it represses the expression of several PhoP-activated genes, including the *pst* operon.

To identify transcripts that were directly targeted for degradation by RNase III, we designed an inducible system that allowed us to control *rnc* expression, reasoning that direct targets would be degraded more rapidly than indirect targets. To minimize leaky expression from our uninduced construct, we employed a two-tiered inducible system, encompassing a translationally-acting theophylline-responsive riboswitch controlling the *tipA* gene and a thiostrepton-inducible promoter that could be induced by thiostrepton-bound TipA (Fig. 5B). We then cloned a FLAG-tagged *rnc* gene downstream of the thiostrepton-inducible promoter, introduced the resulting construct into the *rnc* mutant strain, and confirmed robust 3×FLAG-RNase III production after adding the theophylline and thiostrepton inducers (Fig. S1A). We collected cells prior to induction and at 20 and 40 min post-induction (when we observed strong induction of RNase III; Fig. S1A), and isolated RNA from these samples, alongside a ∆*rnc* strain bearing an empty inducible vector to control for the effects of theophylline and thiostrepton addition. These samples were then subjected to RNA-sequencing. 

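The induction experiment with RNase III gave 12 libraries. RNA from 2 biological replicates of the ∆*rnc* strain with the inducible 3×FLAG-RNase III construct, and from 2 of the ∆*rnc* strain with the empty vector, was sequenced at 0 min, just before thiostrepton was added, and at 20 and 40 min. Theophylline had been in the medium since 2 h before the 0 min sample. The authors aligned paired-end reads with Bowtie2, counted reads per gene with HTSeq-count and normalized the counts with DESeq2. They deposited the normalized counts, rounded to whole numbers, for 7377 genes and other features. For 12 of the 24 libraries of the full data set, the deposited sample title and the name of the alignment file give different constructs or replicates. The libraries were grouped here by the alignment file's name, which also heads the column of values. Summed over all features, the 3×FLAG-RNase III libraries held 2736329 and 3322648 normalized counts at 0 min, 3578897 and 3579056 at 20 min, and 2640213 and 3165174 at 40 min. The empty vector libraries held 2312400 and 2686075 at 0 min, 2364537 and 2624005 at 20 min, and 1850907 and 2549312 at 40 min. The number of reads behind these sums was estimated from gaps and repeats among the low values of each column. It lay between 2010000 and 3750000 per library in the RNase III strains, with a median of 2720000. Values were tested on the scale of log2(normalized count + 1), so that fold changes of genes with low counts are understated. The test was limma with a trend in the variance and Benjamini-Hochberg adjustment, fitted to the 12 libraries of one RNase together. It covered the 3264 genes with a mean normalized count above 50 over all 24 libraries, without the gene carried by the construct. A gene was called where its adjusted p was below 0.05 and its change was more than 2-fold. The 2 libraries of a condition differed by a median of 0.45 to 1.31 on the log2 scale per gene across the 12 conditions, which is more than counting error. With 2 libraries against 2, an exact two-sided permutation test of one gene cannot give a p below 0.333, so the test across genes rests on the spread pooled over all groups.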

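The transcript carried by the construct was examined first, as a check of the labels. In the 3×FLAG-RNase III strain, *rnc* (vnz_26040) had 68 and 91 normalized counts in the 2 replicates at 0 min, 4071 and 4904 at 20 min, and 4647 and 4925 at 40 min. With the empty vector it had 3, 2 and 1 normalized counts at 0, 20 and 40 min in replicate 1 and was listed at 0 at all of them in replicate 2. The response to thiostrepton itself was followed with the 19 genes that were called higher at 40 min in the empty vector control of the RNase J experiment, a list that leaves out the libraries of the RNase III strains. In 7 of the 8 cultures of both experiments, all 19 genes had risen more than 2-fold at 40 min, with medians between 6.00 and 7.64 on the log2 scale. In replicate 1 of the RNase III empty vector strain, 2 of the 19 genes had risen more than 2-fold, and the median log2 change was −0.22 at 20 min. One of the 19 is vnz_19050, which was chosen after its values were seen. Its normalized count in that culture was 38 at 0 min, 37 at 20 min and 28 at 40 min. In the other 7 cultures it lay between 64 and 245 at 0 min and between 30230 and 100771 at 20 and 40 min. The effect of thiostrepton on the RNase III empty vector strain is therefore measured in 1 culture, replicate 2.

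**Figure D1:**
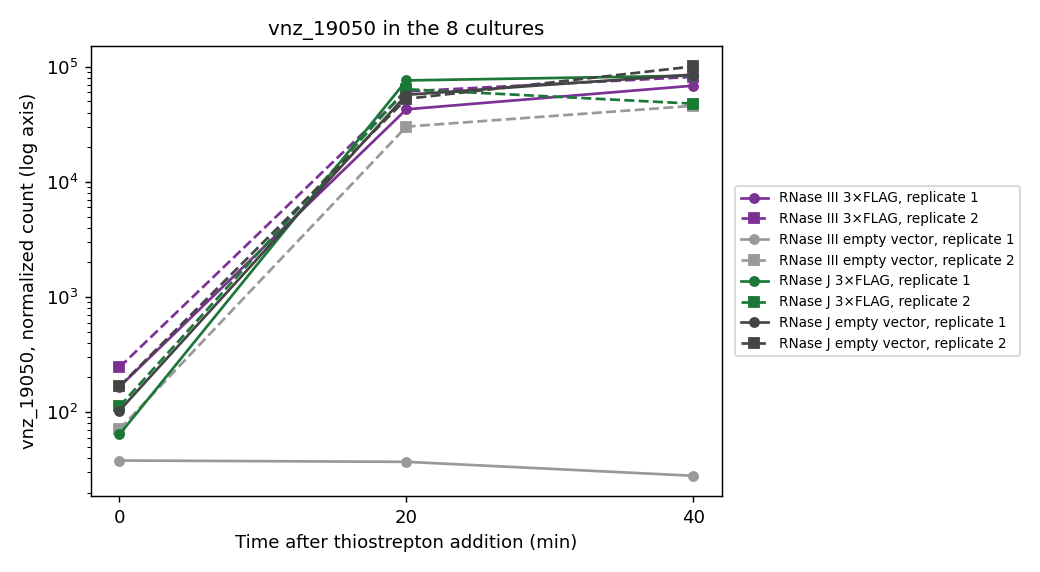
Normalized counts of vnz_19050 on a log axis against time after thiostrepton addition in minutes, with one line for each of the 8 cultures and one point per library. Replicate 1 of the RNase III empty vector strain stays between 28 and 38, and the other 7 cultures reach at least 30230.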

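Between 0 and 40 min in the 3×FLAG-RNase III strain, limma with Benjamini-Hochberg adjustment called 0 of 3264 genes lower and 0 higher, while 72 lower and 169 higher genes had an unadjusted p below 0.05. The smallest adjusted p was 0.0503, for vnz_19570, a gene chosen here after its values were seen. A fit of only the groups compared called 14 genes higher in this strain. The lack of a call is not a lack of change. The 19 genes of the thiostrepton response rose by medians of 6.83 and 7.40 on the log2 scale in these cultures. In the empty vector strain limma called 0 genes in either direction, and 38 had an unadjusted p below 0.05. The rule of a fall in the induced strain and no call in the control thus left 0 candidate targets. The difference between the strains in their change at 40 min was tested as well, and limma called 0 genes, with 19 at an unadjusted p below 0.05. Without the whole empty vector culture of replicate 1, a choice made after the values were seen, limma called 9 genes higher in the empty vector strain, and without that of replicate 2 it called 5 higher for the difference between the strains. The alternative that moved the calls in the 3×FLAG-RNase III strain most treated each culture as a block, since one culture was sampled at all 3 times. With the block, 19 genes were called lower and 27 higher in the 3×FLAG-RNase III strain and 0 in the empty vector strain, where 168 had an unadjusted p below 0.05. All 19 were then candidate targets, and the difference between the strains was called for 0 genes by limma, with 75 at an unadjusted p below 0.05. The median log2 change of these 19 genes at 40 min was −2.56 and −2.58 in the cultures with 3×FLAG-RNase III, and it was below 0 in the cultures without it too. It was −0.86 and −1.47 with the RNase III empty vector, where 7 and 13 of the 19 fell more than 2-fold, −1.38 and −0.77 with 3×FLAG-RNase J (12 and 7 of 19), and −1.39 and −2.34 with the RNase J empty vector (12 and 15 of 19). Among the 19, vnz_19570, vnz_19575, vnz_19580 and *phoP* (vnz_19585) lay above this median in the 4 RNase J cultures. In the 4 RNase J cultures they changed by −0.14 to 1.24, −0.34 to 0.81, −0.70 to 0.24 and −0.55 to 0.53. With the RNase III empty vector they changed by −0.42, −1.65, −1.73 and −1.41 in replicate 1 and by −0.63, 0.00, −0.43 and −0.34 in replicate 2. All lay above the median in replicate 2, but vnz_19575, vnz_19580 and *phoP* fell further than the median of −0.86 in replicate 1. At 0 min the genes from vnz_19570 to *phoP* had 18 to 163 normalized counts in the RNase J cultures, against 1044 to 6094 with 3×FLAG-RNase III. Changes from such different levels are not a like-for-like comparison. At 20 min limma called 0 genes with or without the block, with 180 and 77 at an unadjusted p below 0.05.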

We focused on genes that were both significantly downregulated in the induced samples relative to the uninduced and whose transcript levels were unaffected by inducer addition in the control strain. 

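The *phoP* gene (vnz_19585) had 3111 ± 590 normalized counts (SD, n = 2) at 0 min in the 3×FLAG-RNase III strain, 2191 ± 722 at 20 min and 330.0 ± 249 at 40 min. The empty vector strain had 128 ± 107 (SD, n = 2) at 0 min, 66.5 ± 38.9 at 20 min and 58.5 ± 24.7 at 40 min. Its log2 fold change at 40 min with 3×FLAG-RNase III was −3.46 (standard error 0.80), and both libraries at 40 min lay below both at 0 min. It was not called, with an adjusted p of 0.459 from limma with Benjamini-Hochberg adjustment. Under a block for each culture the adjusted p from limma was 0.0282, and over all alternatives with every library kept it ranged from 0.0282 to 0.598. Leaving out 1 library in turn kept the log2 fold change between −4.31 and −2.60 and gave no call. Without the inducible RNase it was −0.87 (adjusted p = 0.999 from limma). The difference between the strains in this change was −2.59 (standard error 1.13), with an unadjusted p of 0.0485 and an adjusted p of 1.00 from limma. The next gene in the table before *phoP* is vnz_19580, which no table pairs with a name; Fig. 5A draws *phoR* beside *phoP*. It fell by 3.77 on the log2 scale (standard error 0.68), with the same adjusted p values from limma without the block and with it. The table gives no values for antisense RNA.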

While we did not see any significant change in *phoP* levels (or those of its associated antisense RNA), of the RNase III targets we identified, *phoU* was of particular interest. Its transcript levels decreased dramatically post-RNase III induction and were generally unchanged in the control when comparing uninduced and induced samples (Fig. 5C). 

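No table pairs a gene identifier with *phoU*. Fig. 5A draws *phoU* next to *phoR* and *phoP*, and in the table vnz_19575 stands 2 places before *phoP*. The values here are those of vnz_19575. In the 3×FLAG-RNase III strain it had 4480 and 6094 normalized counts at 0 min, 3422 and 4715 at 20 min, and 253 and 890 at 40 min. For the empty vector strain the values were 193 and 50 at 0 min, 70 and 41 at 20 min, and 61 and 50 at 40 min. The 50 and 41 belong to replicate 2, the culture in which the thiostrepton response was seen. At 40 min the log2 fold change was −3.46 (standard error 0.74) with 3×FLAG-RNase III, with an adjusted p of 0.459 from limma with Benjamini-Hochberg adjustment, and −0.82 with the empty vector. When each culture was treated as a block, the fall passed the threshold (adjusted p = 0.0336 from limma, out of a range of 0.0336 to 0.598 over the alternatives with every library kept). With 1 library left out in turn it stayed between −4.36 and −2.55 and was not called. The difference between the 2 strains in their change was −2.63 (standard error 1.04, unadjusted p = 0.0336 and adjusted p = 1.00 from limma). The strains also differed before thiostrepton, where the mean of vnz_19575 was 43.5 times as high with 3×FLAG-RNase III as with the empty vector. The coverage per nucleotide of Fig. 5C and the 3′ UTR were not analysed here, since the deposited values are per gene. The paper concludes that the *phoU* transcript is directly targeted by RNase III, reasoning that direct targets are degraded more rapidly than indirect ones. It draws on the fall after induction and on levels that were generally unchanged in the control. Its other evidence is a 3′ UTR segment with more reads in the wild-type than in the ∆*rnc* mutant and a predicted structure of that UTR. It adds a higher *phoU* level in the ∆*rnc* mutant during reproductive growth.

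**Figure D2:**
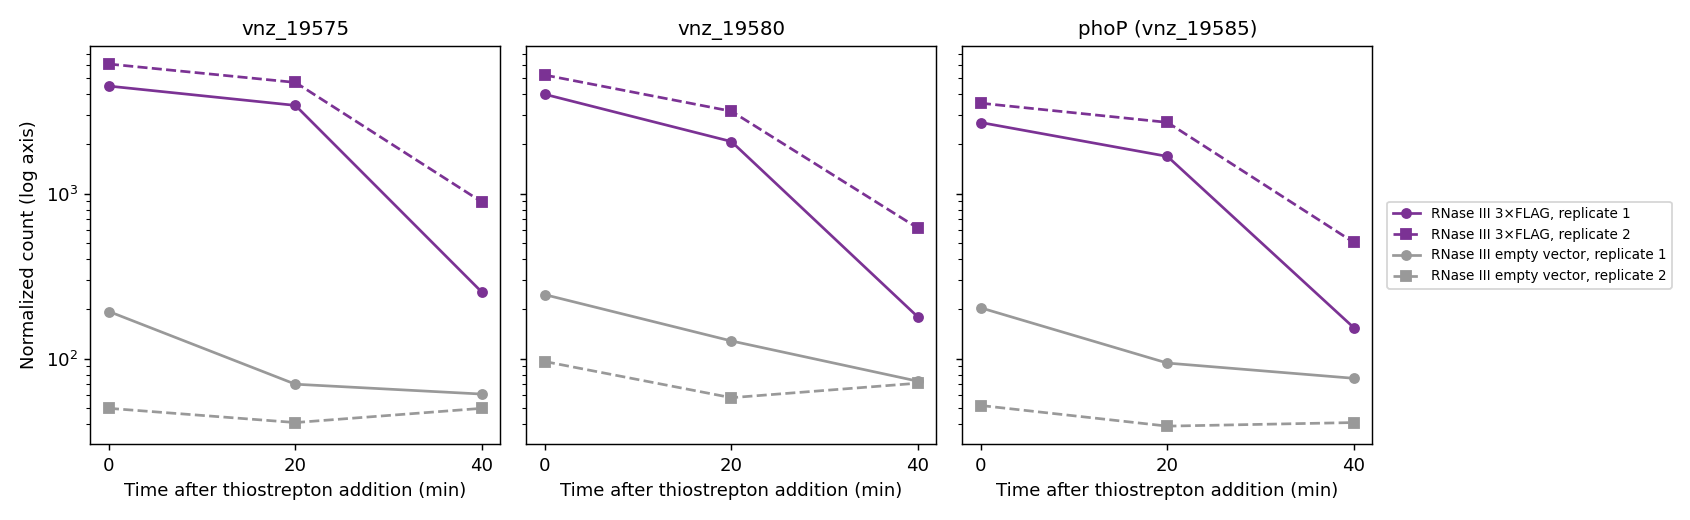
Normalized counts of vnz_19575, vnz_19580 and *phoP* (vnz_19585) on a log axis against time after thiostrepton addition in minutes, with one line per culture of the RNase III strains and one point per library. For vnz_19575 the 3×FLAG-RNase III cultures lie at 4480 and 6094 at 0 min and at 253 and 890 at 40 min, and all 6 empty vector libraries lie between 41 and 193.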

In *S. venezuelae, phoU* is expressed divergently from the *phoRP* operon (Fig. 5A; bottom). We observed that its transcription continued beyond the end of the *phoU* coding sequence, yielding a long 3′ UTR. A segment of this UTR was more abundant in the wild-type compared with the ∆*rnc* mutant, suggesting that this may be a stable product that accumulates following RNase III cleavage (Fig. 5A; black arrow). Whether this product has any function in the cell remains to be determined. In analyzing the structure of the *phoU* transcript using the RNAfold program (64), we found the 3′ UTR was predicted to be highly structured (Fig. 5D), suggesting that the many predicted stem-loops could serve as substrates for direct RNase III-mediated cleavage.

### Ribosomal protein transcripts are directly targeted by RNase J

While the PhoP-mediated effects appeared to be specific to RNase III and not RNase J, we remained intrigued by the congruence of the transcription profiles for both ∆*rnc* and ∆*rnj* mutant strains. We wondered what transcripts were directly targeted by RNase J and whether these could provide insight into the affected pathways that differ when compared with the ∆*rnc* mutant (e.g., chloramphenicol biosynthesis being upregulated in both mutants, but via apparently different pathways). After having confirmed that a 3×FLAG-RNase J expressed from its native promoter could complement the sporulation defect of the mutant strain, we generated an inducible construct using the theophylline/thiostrepton-inducible system described above and introduced this (alongside an empty plasmid control) into the ∆*rnj* mutant in *S. venezuelae*. 

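The *rnj* transcript (vnz_26680) had 227 and 405 normalized counts at 0 min in the 2 replicates of the ∆*rnj* strain with the inducible 3×FLAG-RNase J construct. It had 25875 and 6250 at 20 min and 39775 and 13542 at 40 min. In the empty vector strain, replicate 1 had 7, 5 and 7 normalized counts of *rnj* at 0, 20 and 40 min, and replicate 2 had 24, 24 and 331.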

We first confirmed that the 3×FLAG-RNase J was effectively induced (Fig. S1B). We then conducted an equivalent induction experiment as described above for RNase III. 

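The RNase J experiment gave another 12 libraries, from 2 biological replicates of the ∆*rnj* strain with the 3×FLAG-RNase J construct and 2 with the empty vector at the same 3 time points. Their values come from the same deposited table, were normalized together with the RNase III libraries and were tested in the same way in a fit of their own. The 3×FLAG-RNase J libraries held 2305841 and 2376433 normalized counts at 0 min, 2586953 and 2678486 at 20 min, and 2696430 and 3624382 at 40 min. The empty vector libraries held 2133074 and 2484724 at 0 min, 2031900 and 2461998 at 20 min, and 2029722 and 2684239 at 40 min. The estimated number of reads lay between 2100000 and 3350000 per library, with a median of 2640000. The 2 replicates of a condition differed by a median of 0.83 to 1.31 on the log2 scale per gene with the RNase J empty vector, against 0.45 to 0.61 with the RNase III empty vector. With the 3×FLAG constructs they differed by about as much in both experiments, by 0.65 to 0.76 for RNase J and 0.56 to 0.73 for RNase III. The median standard error of a gene's log2 fold change was 0.78 in the RNase J fit and 0.54 in the RNase III fit.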

In focusing on transcripts that decreased post-induction in the RNase J experimental samples but not in the control, we found no target transcripts that could easily explain the ∆*rnj* mutant phenotypes described so far. 

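At 40 min in the 3×FLAG-RNase J strain, limma with Benjamini-Hochberg adjustment called 4 genes lower and 17 higher. For the empty vector strain limma called 0 lower and 19 higher, with 19 lower and 76 higher at an unadjusted p below 0.05. Of the 17 higher genes, 15 were also called higher in the empty vector strain. The 4 lower genes, vnz_09265, vnz_09270, vnz_09275 and vnz_09285, were not called in the control and were the candidate targets. No table pairs them with names. The one with the largest fall, vnz_09270, went from 640.0 ± 18.4 normalized counts (SD, n = 2) at 0 min to 21.0 ± 4.2 at 20 min and 11.5 ± 7.8 at 40 min. Its log2 fold change was −5.84 (standard error 0.84, adjusted p = 0.0161 from limma). The other 3 fell by 4.92 to 5.06 on the log2 scale, with adjusted p values from limma between 0.0205 and 0.0462. With the empty vector, the log2 fold changes of the 4 genes were −4.26 to −3.18, with adjusted p values from limma between 0.114 and 0.279. The difference between the strains in their change had an adjusted p of 1.00 from limma for each of them, and limma called it for 0 genes, with 46 at an unadjusted p below 0.05 (0 genes and 356 with the block for each culture). Leaving out any 1 of the 4 libraries of the 3×FLAG-RNase J strain at 0 or 40 min left 0 candidate targets, while the log2 fold changes of the 4 genes stayed between −6.52 and −4.25, so the calls were lost with 1 library in a condition and the falls were not. A block for each culture gave a different set. Under it, 18 genes were called lower in the 3×FLAG-RNase J strain and 16 in the empty vector strain, and 13 were candidate targets. Only 1 of these 13, vnz_09275, was among the 4. With the block the other 3 were called lower in the empty vector strain too.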

Considering the list of RNase J target transcripts, it was instead immediately striking that half of them (14/28) encoded ribosomal proteins (Table 1). These transcripts all decreased dramatically (between 3- and 30-fold) post-RNase J induction compared to the control samples, where no change in abundance was detected (Table 1; Fig. 6; Fig. S3). 

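Of the 28 genes in Table 1, 27 had a lower normalized count at 40 min than at 0 min in both cultures of the 3×FLAG-RNase J strain, with both libraries at 40 min below both at 0 min. Chance gives this order to 16.7% of genes. The exception was vnz_26440. Over all 3264 genes limma called 0 of the 28, each with an adjusted p of 0.986, and 15 had an unadjusted p below 0.05. Adjusted over the list alone, limma called 0 as well. With a block for each culture, limma called 2 of the 28, the genes for 50S ribosomal protein L20 (vnz_05835) and 30S ribosomal protein S20 (vnz_11455), and the adjusted p values of the list ranged from 0.0476 to 0.222. Adjusted over the list alone, the fit with the block called all 28, 27 of them lower and vnz_26440 higher. The study chose this list on these same libraries with DESeq2, a test that was not run here. The count over the list is therefore not independent evidence. The files name no products, so the genes counted as ribosomal protein genes were the 14 of Table 1, all of them among the 3264 tested. Among the 4 candidate targets 0 were ribosomal protein genes, and among the 13 candidate targets of the fit with the block there were 2. The p of Fisher's exact test for these shares is not given, since Table 1 lists the 14 genes because they fell in these same libraries.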

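The mean normalized counts of the 14 ribosomal protein genes at 40 and 0 min gave signed fold changes between −3.75 for 30S ribosomal protein S1 (vnz_07970) and −31.1 for 30S ribosomal protein S17 (vnz_21685), with a median of −9.42. In the control, the signed fold changes of the 14 lay between −1.51 and 1.26. On the log2 scale the median change was −2.90 with 3×FLAG-RNase J and −0.21 with the empty vector, where limma called 0 of the 14 and 0 had an unadjusted p below 0.05. The size of the fall differed between the cultures. The median normalized count of the 14 genes went from 857 at 0 min to 269 at 20 min and 199.5 at 40 min in replicate 1, and from 4299 to 1834 and 202.5 in replicate 2. The empty vector cultures had medians that went from 978 to 348.5 and 495 in replicate 1, where all 14 fell, and from 1187 to 1703 and 1777 in replicate 2, where 13 rose. The set tests that follow are not independent evidence of a fall, since the study chose the genes on these libraries. As a set, the 14 genes had a p of 0.0626 in limma's fry test for the 3×FLAG-RNase J strain (adjusted p = 0.626 over 10 contrasts) and a p of 0.829 for the empty vector strain (adjusted p = 0.902). When each culture was a block, the p from limma's fry was 0.0193 (adjusted p = 0.155 over 8 contrasts). The 0 min library of replicate 2 decided much of the size. Without it the median log2 change was −1.80 with a p of 0.291 from limma's fry, and without the 0 min library of replicate 1 it was −4.10 with a p of 0.0389. The difference between the strains in their change was below 0 for all 14 genes, with a median of −2.65, and limma called it for 0 of them, with 0 at an unadjusted p below 0.05 and a p of 0.200 from limma's fry. With the block limma called 0 as well, but 13 of the 14 had an unadjusted p below 0.05 and the p from limma's fry was 0.0740. From the fall in these transcripts and no detected change in the control, the paper proposes that RNase J processes ribosomal protein transcripts as a form of control.

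**Figure D3:**
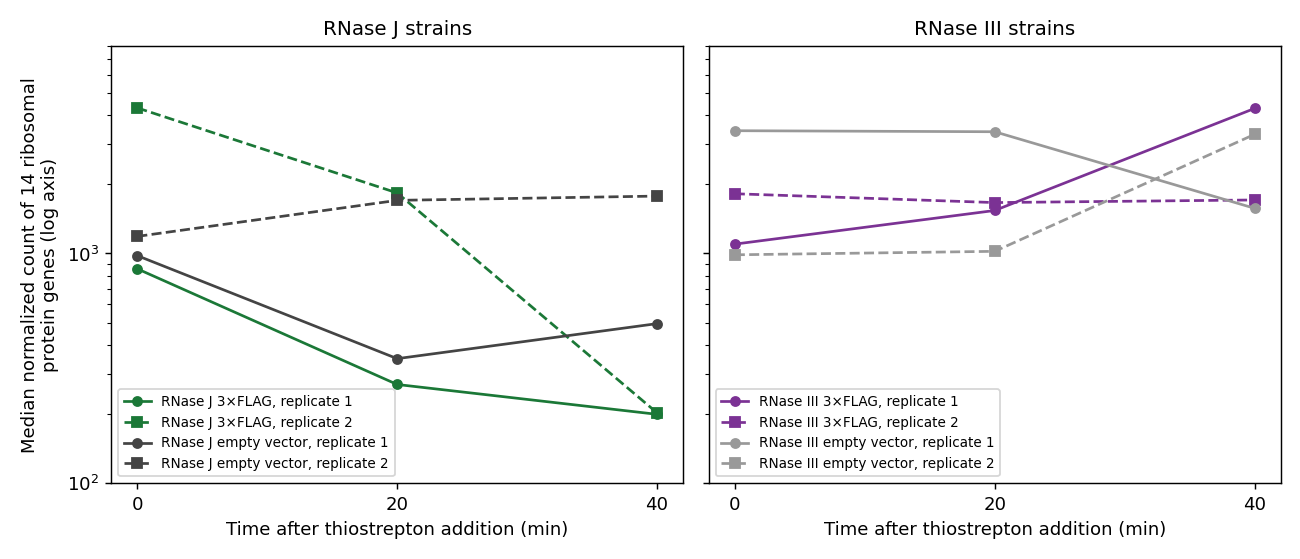
Median normalized count of the 14 ribosomal protein genes of Table 1 on a log axis against time after thiostrepton addition in minutes, with one line per culture and one point per library. The 3×FLAG-RNase J cultures start at 857 and 4299 and end at 199.5 and 202.5, and the other 6 cultures end between 495 and 4275.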

Notably, this effect was not seen following RNase III induction, indicating that it is specific to RNase J. Ribosomal proteins are generally understood to autogenously regulate their own mRNA transcripts by binding to structured regions in the associated 5′ UTRs (65, 66). 

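In the 3×FLAG-RNase III strain, all 14 ribosomal protein genes of Table 1 had a positive log2 fold change at 40 min, from 0.46 to 1.52 with a median of 1.07. Limma called 0 of them, with 0 at an unadjusted p below 0.05, and limma's fry gave an adjusted p of 0.877 over the same 10 contrasts for the set. With 1 library left out in turn the median stayed positive, between 0.37 (without the 40 min library of replicate 1) and 1.67 (without that of replicate 2). With the empty vector the median was 0.42 (adjusted p = 0.890 from limma's fry). The cultures of one strain moved apart. With 3×FLAG-RNase III, the median normalized count of the 14 genes went from 1098 to 4275 in replicate 1 and from 1819 to 1709 in replicate 2. With the empty vector it went from 3421 to 1573 in replicate 1 and from 986.5 to 3297 in replicate 2. The difference between 3×FLAG-RNase J and 3×FLAG-RNase III was tested in a fit of all 24 libraries, a test chosen after these values were seen. The median difference in log2 change was −3.97 over the 14 genes, with all 14 below 0. Limma's fry gave this difference a p of 0.0286 (adjusted p = 0.0572 over 2 tests), and with each culture as a block the adjusted p from fry was 0.0236. The empty vector strains, the subject of the other test, differed by −0.70 (adjusted p = 0.693 from limma's fry). For single genes limma called 0 differences, with 13 at an unadjusted p below 0.05. By culture, the median changes of both 3×FLAG-RNase J cultures lay below those of the other 6, which ranged from −1.08 to 1.99. Table 1 lists the genes because they fell in those 2 cultures, so their place below the others was largely set by that choice, and the p from fry is not independent evidence.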

Our observations here suggest a potentially novel mechanism for ribosomal protein control, whereby RNase J functions to process these transcripts.

**TABLE 1:** Genes whose transcripts are directly targeted by RNase J post-induction

Gene name and associated product	Fold change pre- to 40 min
Ribosomal protein-encoding genes	
30S ribosomal protein S4 (*vnz_05370*)	−9.2
50S ribosomal protein L20 (*vnz_05835*)	−14.2
30S ribosomal protein S1 (*vnz_07970*)	−3.8
30S ribosomal protein S20 (*vnz_11455*)	−9.3
30S ribosomal protein S6 (*vnz_18105*)	−15.9
50S ribosomal protein L11 (*vnz_21445*)	−9.3
30S ribosomal protein S12 (*vnz_21600*)	−14.5
30S ribosomal protein S17 (*vnz_21685*)	−31.3
30S ribosomal protein S11 (*vnz_21775*)	−10.1
50S ribosomal protein L13 (*vnz_21805*)	−16.5
50S ribosomal protein L32 (*vnz_26035*)	−3.8
50S ribosomal protein L19 (*vnz_26165*)	−9.3
30S ribosomal protein S2 (*vnz_26230*)	−4.9
30S ribosomal protein S15 (*rpsO*; *vnz_26635*)	−9.6
Other targets	
Elongation factor P (*vnz_05295*)	−4.5
Peptidylprolyl isomerase (*vnz_06015*)	−3.0
Hypothetical protein (*vnz_07005*)	−10.4
Leucine tRNA ligase (*vnz_11510*)	−2.3
Hypothetical protein (*vnz_15735*)	−16.0
Aspartate tRNA ligase (*vnz_17530*)	−2.8
Translation initiation factor IF-1 (*vnz_21760*)	−6.1
Hypothetical protein (*vnz_24805*)	−3.6
Acetolactate synthase large subunit (*vnz_25640*)	−2.1
Hypothetical protein (*vnz_26030*)	−7.9
RNase III (*rnc*; *vnz_26040*)	−3.3
Translation elongation factor Ts (*vnz_26235*)	−4.6
Hypothetical protein (*vnz_26610*)	−3.2
PNPase (*pnp*; *vnz_26440*)	−2.4

**Fig 6:**
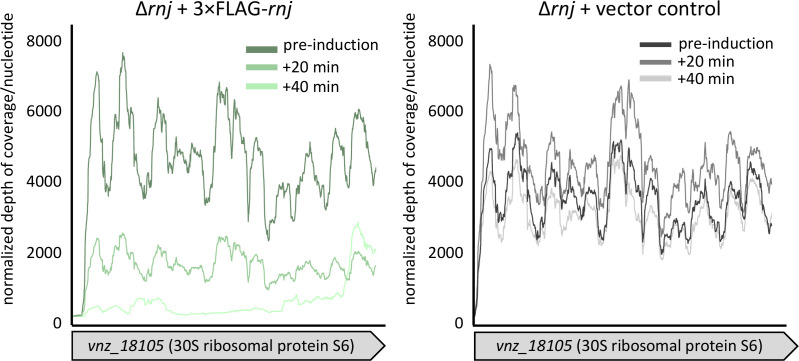
RNase J is involved in regulating translational machinery. *vnz_18105* (encoding 30S ribosomal protein S6) is a likely RNase J target gene. Normalized depth of coverage per nucleotide is plotted over the *vnz_18105* coding region in the experimental sample (carrying the 3×FLAG tagged RNase J; left) and the control sample (lacking the inducible RNase J construct; right). Depth of coverage/nucleotide was normalized by library size, and a loess regression trendline is presented (span = 0.1 was used to account for high/nucleotide variability; representative biological replicate is presented here).

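The gene vnz_18105 had 2418 ± 2679 normalized counts (SD, n = 2) at 0 min in the 3×FLAG-RNase J strain, 726 ± 750 at 20 min and 153.5 ± 31.8 at 40 min. The empty vector strain had 963.5 ± 244 at 0 min, 808 ± 639 at 20 min and 991 ± 747 at 40 min. The signed fold change of the means was −15.7 with 3×FLAG-RNase J and 1.03 with the empty vector. On the log2 scale the change was −3.30 (standard error 1.23) with 3×FLAG-RNase J and −0.18 with the empty vector. It was not called, with an adjusted p of 0.986 from limma with Benjamini-Hochberg adjustment and an unadjusted p of 0.0263. With the block for each culture the adjusted p from limma was 0.0516, the lowest of the alternatives with every library kept, which reached 1.00. As single libraries were left out, the log2 fold change ranged from −4.82 to −1.78.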

### Co-regulation of specific transcripts by RNase III and RNase J

Reflecting on the role that RNase J may have in degrading ribosomal protein mRNA transcripts, we noted that this was another pathway where there was congruence between RNase III and RNase J, having previously shown that RNase III was involved in 16S rRNA maturation (33). Beyond the effects of these ribonucleases on discrete ribosome components, we also observed that *ssrA* (a transfer-messenger RNA [tmRNA]) was upregulated in the ∆*rnc* mutant, although not in the ∆*rnj* mutant (Tables S1 to S4). tmRNA molecules function to rescue stalled ribosomes (67). The increase in *ssrA* transcripts could suggest that these messages are direct targets of RNase III (although they were not identified in our RNase III induction experiments), and/or it could be the result of an RNase III-specific cellular stress response, given that studies have shown tmRNA levels to increase in abundance in response to diverse stresses in *Streptomyces* (68–70). 

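The *ssrA* RNA was among the most abundant in the table. In the 3×FLAG-RNase III strain it had 130322 ± 40243 normalized counts (SD, n = 2) at 0 min, 139216 ± 22253 at 20 min and 111814 ± 17727 at 40 min. The empty vector strain had 76148 ± 969 at 0 min, 82234 ± 6054 at 20 min and 76649 ± 13917 at 40 min. The log2 fold change at 40 min with 3×FLAG-RNase III was −0.19 (standard error 0.36, adjusted p = 0.924 from limma with Benjamini-Hochberg adjustment), which is within the spread between replicates. Its direction depended on 1 library. Without the 0 min library of replicate 2 it was 0.13, and without the 0 min library of replicate 1 it was −0.52.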

We propose that the shared transcriptional profiles observed for our ∆*rnc* and ∆*rnj* mutant strains, which were markedly distinct from that of the wild-type strain, may at least in part stem from (independent) defects in translation, given the close coupling of transcription and translation in many bacteria (71–77).

An alternative/additional explanation for the similar transcriptomic shifts observed in the ∆*rnc* and ∆*rnj* mutant strains could be that some transcripts are directly targeted by both RNase III and RNase J. Mechanistically, there is the potential for these ribonucleases to cooperatively degrade target transcripts: RNase J preferentially recognizes and degrades transcripts having a 5′ monophosphate, which can arise through RNase III cleavage (Fig. 7A). There is at least one previously reported instance of their coordinated activity in *Staphylococcus aureus*, where these ribonucleases act to cooperatively cleave the methionine biosynthesis T-box riboswitch (78). Given this precedent, we sought to investigate whether any target transcripts were direct targets for degradation by both RNase III and RNase J in *S. venezuelae*.

**Fig 7:**
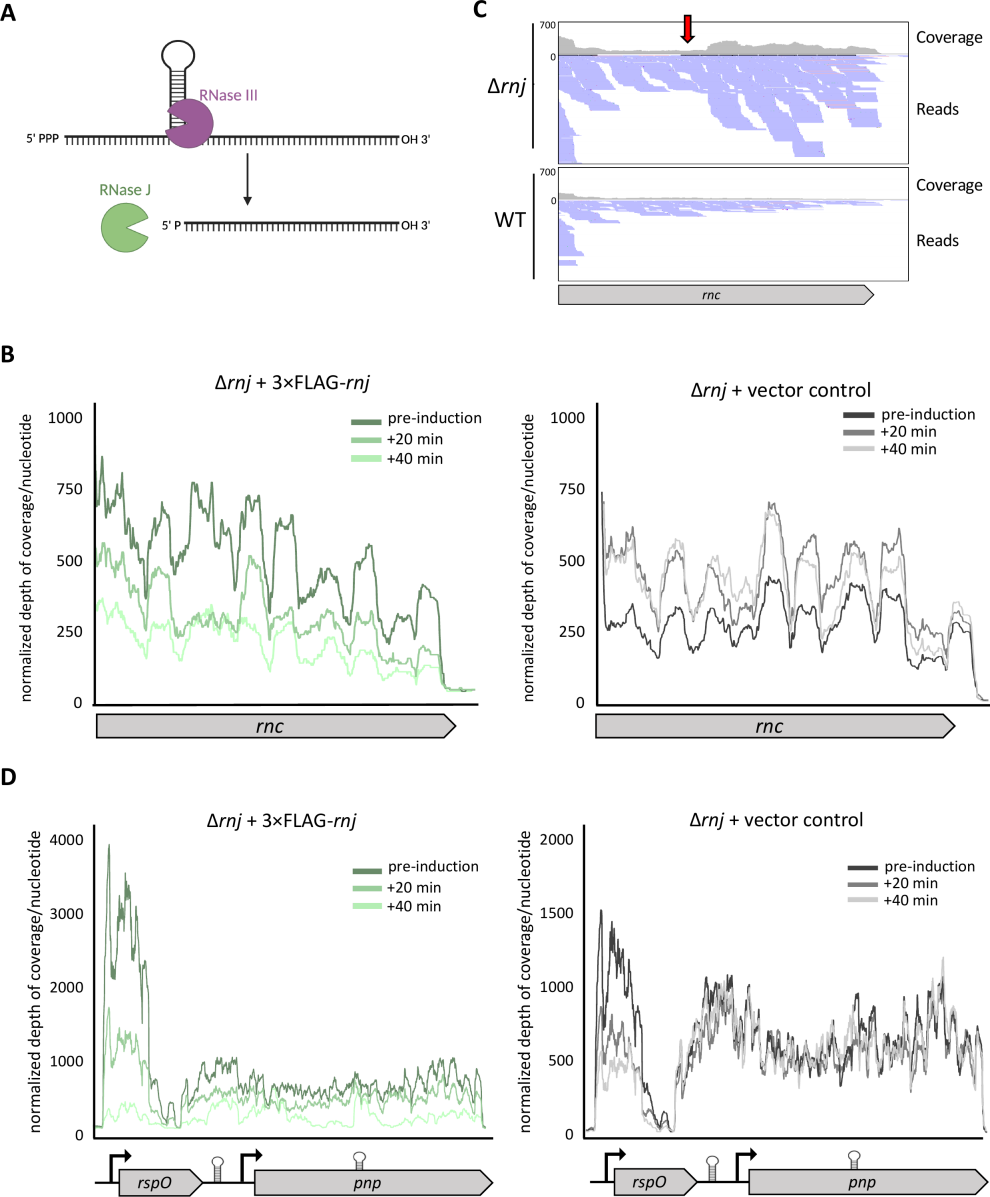
RNase III and RNase J may cooperatively degrade specific transcripts. (**A**) Schematic for mechanism of RNase III and RNase J cooperative degradation. Initial endoribonucleolytic cleavage by RNase III yields a 5′ monophosphorylated transcript, which is preferentially recognized by RNase J for exoribonucleolytic degradation. (**B**) Reads aligning to *rnc* are presented as normalized depth of coverage per nucleotide plotted over the *rnc* coding region in the experimental sample (carrying the 3×FLAG tagged RNase J; left) and the control sample (lacking the inducible RNase J construct; right). Depth of coverage/nucleotide was normalized by library size, and a loess regression trendline is presented (span = 0.1 was used to account for high/nucleotide variability; representative biological replicate is presented here). (**C**) Reads aligning to the *rnc* coding region from the wild-type and RNase J mutant samples (during fragmentation). The red arrow indicates a predicted internal cleavage site that could then serve as a substrate for RNase J (given the read pileup aligning downstream of this site in the RNase J mutant but not wild-type). (**D**) Reads are aligned to *rspO* and *pnp,* with normalized depth of coverage per nucleotide plotted over the *rspO-pnp* coding region in the experimental sample (carrying the 3×FLAG tagged RNase J; left) and the control sample (lacking the inducible RNase J construct; right).

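The number of genes that were candidate targets of both RNases was 0 in limma's fits, and 1 with each culture as a block. That gene, vnz_28915, had log2 fold changes of −2.02 with 3×FLAG-RNase III and −3.27 with 3×FLAG-RNase J. With the empty vectors it fell too, by −1.28 (RNase III) and −1.95 (RNase J), without a call. Before thiostrepton was added, the construct's transcript was already present in both 3×FLAG strains. At 0 min, *rnc* had a mean of 79.5 ± 16.3 normalized counts (SD, n = 2) with 3×FLAG-RNase III and 1.5 ± 2.1 with the empty vector. In the RNase J strains, which carry *rnc* on the chromosome, it had between 670 and 1820. At the same time *rnj* had 316 ± 126 (SD, n = 2) with 3×FLAG-RNase J and 15.5 ± 12.0 with the empty vector, beside 1476 to 1990 in the RNase III strains. Apart from the construct's own gene, limma with Benjamini-Hochberg adjustment called 7 genes lower and 3 higher at 0 min with 3×FLAG-RNase III than with its empty vector, and 92 had an unadjusted p below 0.05. With 1 library left out in turn these counts ranged from 4 to 7 and from 1 to 3. In a fit of only the groups compared they were 0 and 0, as they were without either whole empty vector culture. In the fits of all 12 libraries, the 3 time points of one culture counted as separate replicates. For RNase J limma called 0 genes at 0 min, with 74 at an unadjusted p below 0.05.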

Our RNase III- and RNase J-induction experiments did not identify any shared target transcripts; these experiments may have been confounded by an inability to eliminate leaky expression from our inducible construct. We did, however, observe that two previously described RNase III targets (79, 80) appeared to be directly cleaved by RNase J. In many bacteria, including *E. coli* and *S. coelicolor*, RNase III exerts autoregulatory control by cleaving a stem-loop structure within its *rnc* transcript (80). We found that the *rnc* coding region was rapidly degraded in *S. venezuelae* in our RNase J-induced samples (Fig. 7B). 

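In the 3×FLAG-RNase J strain, *rnc* (vnz_26040) had 1245 ± 813 normalized counts (SD, n = 2) at 0 min, 689 ± 450 at 20 min and 381 ± 185 at 40 min. With the empty vector it had 1190.0 ± 90.5 at 0 min, 1115 ± 940 at 20 min and 1324 ± 750 at 40 min. The signed fold change of the means at 40 min was −3.27 with 3×FLAG-RNase J and 1.11 with the empty vector. Its log2 fold change was −1.62 (standard error 0.89) with 3×FLAG-RNase J and was not called, with an adjusted p of 0.986 from limma with Benjamini-Hochberg adjustment and an unadjusted p of 0.102. It ranged from −2.34 to −0.90 with 1 library left out in turn, and over all genes tested no alternative called it (lowest adjusted p = 0.111 from limma, with the block). Adjusted over the list alone, the 28 genes of Table 1, the fit with the block called it (adjusted p = 0.00887 from limma), which is not independent evidence because the study chose the list on these libraries. The difference between the strains in their change was −1.65 (standard error 1.25, adjusted p = 1.00 from limma). The part of the transcript in which Fig. 7B and 7C show reads was not analysed here, since the values are per gene.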

Our original RNA sequencing data also revealed that the 3′ half of the *rnc* transcript increased in abundance in the ∆*rnj* mutant, suggesting that this enzyme may function to degrade the truncated transcript after internal RNase III-mediated cleavage (Fig. 7C). It has also been reported previously in *S. coelicolor* that RNase III can degrade the *rspO-pnp* transcript (22, 79). This operon encodes a ribosomal protein and a polynucleotide phosphorylase (PNPase) that has both exoribonuclease and RNA 3′-polyribonucleotide polymerase activity. 

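Table 1 names vnz_26635 as the gene for 30S ribosomal protein S15 (*rpsO*) and vnz_26440 as the gene for PNPase (*pnp*). After induction of 3×FLAG-RNase III, vnz_26635 had 1029 ± 82 normalized counts (SD, n = 2) at 0 min, 918 ± 136 at 20 min and 1609 ± 931 at 40 min. The empty vector strain had 2108 ± 1259 at 0 min, 1500 ± 994 at 20 min and 1948 ± 673 at 40 min. Its log2 fold change at 40 min with 3×FLAG-RNase III was 0.51 (standard error 0.66, adjusted p = 0.887 from limma with Benjamini-Hochberg adjustment). Without the 40 min library of replicate 1 it was −0.11, so that its direction depended on that library. The log2 fold change of vnz_26440 was −0.89 with 3×FLAG-RNase III (standard error 0.55, adjusted p = 0.838 from limma) and −1.02 with the empty vector. That vnz_26440 is *pnp* rests on Table 1 alone, and its values do not give the fold change printed there for RNase J. The gene after vnz_26635 in the table, vnz_26640, was chosen after its values were seen, and no table pairs it with a name. Its log2 fold change was −0.38 with 3×FLAG-RNase III (standard error 0.53, adjusted p = 0.893 from limma) and −0.75 with the empty vector, and over all times it had 3247 to 10584 normalized counts with 3×FLAG-RNase III and 12848 to 24579 with the empty vector.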

The *rspO-pnp* operon was not identified as an RNase III target in our induced experiment, but it was upregulated in the ∆*rnc* mutant strain to levels that were just below our significance threshold. This region too was identified as a direct target of RNase J (Fig. 7D), suggesting that this operon may also be under the cooperative control of RNase III and RNase J.

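In the 3×FLAG-RNase J strain, vnz_26635 (*rpsO*) had 337 normalized counts at 0 min, 183 at 20 min and 128 at 40 min in replicate 1, and 2832, 1067 and 204 in replicate 2. In the empty vector strain it had 597, 250 and 320 in replicate 1 and 477, 523 and 844 in replicate 2. The log2 fold change at 40 min was −2.59 (standard error 1.14) with 3×FLAG-RNase J and was not called, with an adjusted p of 0.986 from limma with Benjamini-Hochberg adjustment and an unadjusted p of 0.0507. With 1 library left out in turn it ranged from −4.12 to −1.06, and the lowest adjusted p over all genes tested among the alternatives was 0.0975 from limma, with the block. Adjusted over the list alone, the 28 genes of Table 1, the fit with the block called it (adjusted p = 0.00699 from limma), although the list was chosen on these libraries. The gene that Table 1 lists as PNPase, vnz_26440, had 95, 198 and 337 normalized counts at 0, 20 and 40 min in replicate 1 and 25, 68 and 62 in replicate 2 of the 3×FLAG-RNase J strain. Its log2 fold change was 1.55 (standard error 0.94, adjusted p = 0.986 from limma). The gene after vnz_26635 in the table is vnz_26640, which no table pairs with a name. It was chosen after its values were seen. It had 2190, 1958 and 1638 normalized counts in replicate 1 and 4458, 2752 and 1172 in replicate 2 of the 3×FLAG-RNase J strain, with a log2 fold change of −1.17 (standard error 0.57, adjusted p = 0.986 from limma).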

## DISCUSSION

### The effect of RNase III and RNase J on *Streptomyces* development

Our transcriptional analyses of the ∆*rnc* and ∆*rnj* mutant strains revealed that these enzymes had important but distinct roles in regulating morphological development and metabolism. These mutants shared similar gene expression trends when compared with the wild-type, particularly concerning the dysregulation of genes whose products were involved in reproductive growth and specialized metabolism. Our work suggested that the master regulator BldD was less active in the ∆*rnc* and ∆*rnj* mutant strains, given the strong upregulation of the BldD regulon. While there was differential expression observed for multiple diguanylate cyclases (c-di-GMP “makers”) and phosphodiesterases (c-di-GMP “breakers”), the redundancy of these enzymes makes it challenging to predict the net effect of these changes on global c-di-GMP pools. There is, however, increasing evidence suggesting that c-di-GMP signaling frequently functions on a more local scale (81), and thus the change in expression seen for the c-di-GMP synthases and phosphodiesterases here may serve to alter the local pools of c-di-GMP relative to wild-type, with those impacting BldD appearing to be amongst the most profoundly affected.

Our transcriptional data also suggested that, unlike in *S. coelicolor*, *adpA* was not a direct target of RNase III in *S. venezuelae*, at least under the conditions tested here. The precise site of RNase III cleavage has not been mapped for the *adpA* transcript in *S. coelicolor*, but *in vitro* experiments in which *adpA* transcripts were incubated with purified RNase III yielded multiple products (35), suggesting that there may be several RNase III cleavage sites within the *adpA* transcript. RNase activity can be impacted by both the sequence and structure of its target transcripts and by target accessibility within the cell (e.g., protection by translating ribosomes). The difference in *adpA* targeting between these two *Streptomyces* species suggests that either the *S. venezuelae* transcript adopts an alternative structure compared with its *S. coelicolor* counterpart and/or is subject to different translational or accessibility controls.

### Connections between RNase III and phosphate uptake

The *phoRP* operon was among the most significantly differentially expressed genes in the ∆*rnc* and ∆*rnj* mutant strains, relative to wild-type. In *Streptomyces* species, there is known crosstalk between the PhoRP and the GlnR regulons (82–85), a phenomenon that was also observed here. In probing this connection, we noted that the ∆*rnc* mutant was more responsive to changes in PhoP levels than the ∆*rnj* mutant, with both chloramphenicol abundance and *glnA* expression being impacted by altered PhoP levels in the RNase III mutant strain. These observations may be explained in part by the direct targeting of *phoU* transcripts by RNase III.

In *S. coelicolor,* PhoU represses several PhoP-activated genes, including *glpQ1* and *pstS* (86). Given that *phoU* transcription is activated by PhoP binding to the *phoU-phoRP* intergenic region, this is thought to create a negative feedback loop that can dampen the otherwise strong positive effect of *phoRP* expression (i.e., genes that are initially upregulated by PhoP are then repressed by PhoU; Fig. 5E) (86). While *phoRP* and the associated regulon were downregulated in both mutant strains during vegetative growth, we observed that *phoU* was upregulated in the ∆*rnc* mutant relative to wild-type during reproductive growth, which would be consistent with *phoU* being a direct target of RNase III (Fig. 3B). No upregulation was observed in the ∆*rnj* mutant at this same developmental stage, and the connection between *phoRP* downregulation and RNase J activity remains unclear. These data suggest that despite observing similar shifts in transcript abundance following the deletion of either *rnc* or *rnj* in *S. venezuelae*, there seem to be fundamental differences in the regulatory networks that contribute to these shared effects.

Beyond our observations for the *phoRP* operon and the connection between RNase III and *phoU*, we did not always see congruence between our different transcriptomic experiments (e.g., developmental time course versus inducible time course). We had expected that transcripts identified as direct RNase targets would be more abundant in the corresponding RNase mutant strain, where those transcripts would presumably be protected from degradation. This was not, however, consistently observed upon the cross-referencing of these data sets. 

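The candidate targets of the induction experiments were looked up among the genes that Tables S1 to S4 list as higher or lower in the matching mutant. All 4 candidate targets of RNase J were listed as lower in the ∆*rnj* strain and 0 as higher. These 4 genes also fell without inducible RNase J, by medians of −5.66 and −2.21 on the log2 scale in the RNase J empty vector cultures. Of the 28 genes of Table 1, 1 was listed as lower, 0 as higher and 27 in neither direction, out of 688 genes in the tables for that mutant. Of the 19 candidate targets of RNase III that the fit with each culture as a block gave, 11 were listed as lower in the ∆*rnc* strain, 1 as higher and 8 in neither direction, out of 739 genes. Of the 13 that the same fit gave for RNase J, 9 were listed as lower in the ∆*rnj* strain, 1 as higher and 4 in neither direction. In each of these 2 sets 1 gene is listed in both directions. These are counts of genes in the paper's lists, with no test of their own. The lists hold only changes of more than 2 on the log2 scale, while the calls here need 2-fold. A gene listed in neither direction may therefore still have changed.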

Our inducible system informed which transcripts decreased in abundance upon exposure to increasing concentrations of RNase III or RNase J; any transcript whose abundance decreased under these conditions represented a putative direct target of RNase III or RNase J. Considering the more global ∆*rnc* and ∆*rnj* mutant RNA sequencing, we are unable to rule out the possibility that some transcripts were both directly and indirectly affected by these RNases; we were also unable to exclude the possibility that they were subject to sequential cleavage by multiple ribonucleases. We would further note that we identified the PNPase-encoding transcript as a potential target of both RNase III and RNase J, where PNPase is a promiscuous ribonuclease that contributes to bulk mRNA decay in *Streptomyces* (87). Our observations here emphasize the complexity associated with RNA turnover in *S. venezuelae* and the interplay of the many enzymes that influence transcript stability.

### A role for RNase III and RNase J in regulating translational machinery

Our work here and previously (33) has suggested that RNase III and RNase J both contribute to the expression/processing/function of translational machinery but in different ways. The loss of each RNase has been associated with an accumulation of inactive 100S ribosome dimers (33), with the ∆*rnc* mutant having a further increase in free 30S and 50S subunits (and fewer 70S ribosomes) compared with the wild-type and ∆*rnj* mutant strains (33). For the ∆*rnc* mutant, these ribosome assembly defects may be consistent with increased tmRNA levels. tmRNA functions within the trans-translation pathway to recycle stalled ribosomes by promoting their disassociation, and this activity has the potential to increase the relative levels of 30S and 50S ribosomal subunits (88–91).

While RNase III is known to be involved in the pre-processing of 16S rRNA, our data here indicated that RNase J impacts the turnover of ribosomal protein transcripts. It is well-established in *E. coli* (65) and, more recently, in the *Streptomyces* relatives *Mycolicibacterium smegmatis* and *Mycobacterium tuberculosis* (66) that many ribosomal protein-encoding genes and operons are subject to autoregulatory feedback inhibition at the post-transcriptional level. Our observations here may imply that this autoregulatory feedback could include direct RNA-degrading mechanisms via the recruitment of RNase J.

### RNase mutant phenotypes have qualities of the stringent response

The effect of mutating *rnc* and *rnj* in *S. venezuelae* has broad phenotypic consequences, including alterations in translational capabilities, nitrogen metabolism, and antibiotic production. When considering these impacted processes, we noted many parallels with the initiation of the stringent response (92, 93). The stringent response is mediated by the accumulation of the second messenger (p)ppGpp and initiates in response to nitrogen limitation and a corresponding drop in both amino acid levels and charged tRNA pools, ultimately leading to an accumulation of stalled ribosomes (92, 94). We observed strong upregulation of the GlnR regulon in the ∆*rnc* and ∆*rnj* mutants, which may suggest that these strains are experiencing nitrogen limitation. In addition, we observed upregulation of tmRNA in the ∆*rnc* mutant, where tmRNA contributes to the rescue of stalled ribosomes.

Interestingly, in *S. coelicolor* and other *Streptomyces* species, the accumulation of (p)ppGpp is also necessary for the production of some antibiotics (93, 95–97). This is reminiscent of our observations here, where our RNase mutants exhibited both significant upregulation of multiple biosynthetic gene clusters and increased antibiotic production. This trend was particularly evident in the RNase J mutant, where the greatest upregulation of nitrogen-assimilation-related genes and the greatest increase in chloramphenicol (antibiotic) production were both observed. It will be interesting to explore a possible connection between these RNases and the stringent response in the future.

### Concluding remarks

We have demonstrated that RNase III and RNase J are integral to the coordinated regulation of primary and specialized metabolism in *S. venezuelae*. These ribonucleases have important roles in ensuring the appropriate timing of key developmental and metabolic processes: loss of either RNase resulted in the dysregulation of genes whose products were involved in development, nitrogen assimilation, phosphate uptake, and specialized metabolism. We identified direct targets of these RNases, provided insight into how their catalytic activity contributed to the regulation of phosphate uptake (and consequent antibiotic production), and revealed differences in their contribution to the production and assembly of ribosomal components. We further revealed the potential for RNase III and RNase J to cooperatively degrade specific transcripts in the case of the *rspO-pnp* operon. This operon is highly conserved, and this mechanism of regulation may be similarly conserved across bacteria encoding both RNase III and RNase J. Our work underscores the complex nature of RNase-based regulation and how these enzymes function to collectively enable the appropriate control of essential cellular processes in bacteria.

## MATERIALS AND METHODS

### Strains, plasmids, media, and culture conditions

Strains, plasmids, and primers used in this study are listed in Tables S6 to S8, respectively. *S. venezuelae* NRRL B-65442 was grown in liquid MYM (1% malt extract, 0.4% yeast extract, 0.4% maltose) for overnight cultivation and on solid MYM (2% agar) for spore stock generation. All *Streptomyces* cultures were grown at 30°C. *E. coli* DH5α was used for general cloning and plasmid preparation. All *E. coli* strains were grown at 37°C on lysogeny broth (LB) or Difco nutrient agar plates, or in LB or super optimal broth liquid medium, supplemented with antibiotics where appropriate to maintain plasmid selection.

### RNA isolation and sequencing to identify differentially expressed genes and direct RNase targets

RNA was isolated, as described previously (98), from *S. venezuelae* cultures grown in a liquid MYM medium. For wild-type and RNase mutant transcriptomic analyses, two biological replicates were collected for each strain and stage of growth (with the timing of growth phase harvest optimized for each strain). Early/vegetative samples were collected at 10 h for wild-type and the ∆*rnc* strain and at 12 h for the ∆*rnj* strain. Mid-stage/fragmenting samples were collected at 14 h for the wild-type and the ∆*rnc* strain and at 18 h for the ∆*rnj* strain. Late-stage/sporulating samples were collected at 20 h for the ∆*rnc* strain and at 24 h for the ∆*rnj* strain.

Strains carrying our thiostrepton-theophylline inducible system (or the empty plasmid control) were sub-cultured to 0.1 OD_600_ and grown at 30°C for 8 h. Theophylline was then added to a concentration of 4 mM to induce TipA translation, after which cultures were grown for an additional 2 h at 30°C before thiostrepton was added to a final concentration of 50 µg/mL to promote expression of FLAG-tagged RNases. Cells were collected at 0 min (pre-induction) and at 20 and 40 min post-thiostrepton addition. Aliquots were then collected for RNA isolation and western blotting.

RNA sequencing was conducted by the MOBIX facility at McMaster University using paired-end technology on the Illumina MiSeq v3 platform. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (99) and are accessible through GEO Series accession numbers GSE285999 and GSE286000.

### Differential expression analysis for RNA sequencing samples

In all instances, reads were aligned to the *S. venezuelae* NRRL B-65442 genome (NCBI accession: NZ_CP018074.1) using the BowTie2 program (100), and the aligned files were sorted using SamTools (101). The number of reads aligning to genomic features was counted using the HTSeq-count program (102) for each replicate. The HTSeq-count tables were then normalized and used for differential transcript level analysis with the program DESeq2 (103).

For transcriptomic analysis of the RNase mutants compared to wild-type *S. venezuelae,* these data were filtered by significance (adjusted *P*-value < 0.05), expression (BaseMean > 50), and differential expression (log_2_ fold change > |2|). For our inducible experiments, we filtered these data by significance (adjusted *P*-value < 0.05), expression (BaseMean > 50), and differential expression (fold change < −2). We also used these criteria to exclude any genes whose transcript abundance was significantly altered in the plasmid controls between the 0 min and the 40 min samples and excluded any genes whose transcript abundance increased post-induction.

### Western blotting to detect FLAG-tagged RNases

We used western blotting to confirm the expression of FLAG-tagged proteins in *S. venezuelae* following induction of their expression. Between 40 and 80 µg of total protein from each sample were run on a 12% SDS-denaturing polyacrylamide gel for 1 h at 150 V. The proteins were transferred to a methanol-activated PVDF membrane (Amersham Bioscience) using the Bio-Rad Trans-Blot Turbo Transfer System with 1× transfer buffer (48 mM Tris, 39 mM glycine, 1.28 mM SDS, 20% (vol/vol) MeOH) for 25 min at 25 V. The membrane was blocked for at least 1 h with 6% blocking solution (6 g of skim milk powder in 100 mL of Tris-buffered saline with 0.1% (vol/vol) Tween [TBS-T]). The membrane was washed twice with TBS-T for 10 s, after which 3.3 µL of Anti-FLAG Rb antibody (Sigma-Aldrich) were added to 10 mL of blocking solution, and the membrane was left shaking in the solution overnight at 4°C. The membrane was then washed several times with TBS-T before 3.3 µL of secondary antibody (PierceTM Gt anti-Rb IgG SuperclonalTM secondary antibody HRP conjugate) were added to 10 mL of blocking solution. The membrane was then incubated in the solution for at least 2 h while shaking at room temperature. The membrane was again washed several times with TBS-T, after which proteins were detected using the Bio-Rad Clarity Western ECL substrate.

### Creation of mutant/overexpression/inducible strains

The in-frame deletion of *rsbN* was created using ReDirect technology. The coding sequence of *rsbN* in cosmid sv-6-D01 was replaced with the *aac(3)IV-oriT* apramycin resistance cassette, and the mutant cosmid was confirmed by PCR before being introduced into the non-methylating *E. coli* strain ET12567/pUZ8002 and conjugated into wild-type *S. venezuelae*. The in-frame deletion of *chpDFG* and *rdlAB* involved replacing their coding sequences (and intervening genes) in cosmid SV-4-H10 with the *aac(3)IV-oriT* apramycin resistance cassette. As above, the mutant was confirmed with PCR and then conjugated into wild-type *S. venezuelae*. Deleting *rnc* from cosmid sv-3-B07 involved replacement with a *hyg-oriT* hygromycin resistance marker. Again, the resulting mutant was confirmed by PCR before being conjugated into the Δ*chpDFG*Δ*rdlAB S. venezuelae* strain to generate the Δ*rnc*Δ*chpDFG*Δ*rdlAB S. venezuelae* strain. In all instances, PCR was used to confirm that the desired mutation had been created in *S. venezuelae*.

The *phoP* phosphomimetic overexpression plasmid was made by overlap extension-mediated site-directed mutagenesis and subsequent amplification of the resulting *phoP* variant (encoding PhoP D52E). This amplified product was then digested with NdeI and XhoI and cloned into the integrating plasmid pMS82, under the control of the constitutive ermE* promoter. The integrity of the resulting construct was confirmed by sequencing prior to conjugation into wild-type, *rnc,* and *rnj* mutant strains of *S. venezuelae*.

Our thiostrepton-theophylline inducible system was generated by amplifying the *tipA* gene from *Streptomyces coelicolor* genomic DNA and the *tipA* promoter sequence from the pIJ6902 vector. The primers used to amplify these fragments contained the theophylline-responsive riboswitch sequence, such that it was situated between the *tipA* promoter and gene following overlap extension PCR. The overlap extension PCR product (p*tipA-*riboswitch-*tipA*) was digested with BglII and cloned into the integrating plasmid pIJ6902. Constructs with *rnc* and *rnj* fused to an N-terminal 3×FLAG tag were synthesized by GenScript. The sequences for FLAG-tagged *rnc* and *rnj* were PCR amplified, digested with NdeI and KpnI, and cloned behind the original *tipA* promoter in pIJ6902. The resulting constructs had two *tipA* promoters: one driving the expression of *tipA* (with the associated riboswitch) and the other driving the expression of FLAG-tagged *rnc* or *rnj*.

### Transcriptional reporter assays for differentially expressed genes in *rnc* and *rnj* mutants

To test the promoter activity of *glnA* and *nirB,* their promoter sequences were amplified (using primers detailed in Table S8) before being digested with XbaI and KpnI and cloned into pGus (Tables S7 and S8). The resulting constructs were confirmed by sequencing and were introduced into wild-type *S. venezuelae* and the RNase mutant strains by conjugation, alongside a promoterless pGUS control. The resulting pGUS-containing strains were inoculated into 10 mL MYM medium and grown overnight. Cultures were normalized to an optical density at 600 nm (OD_600_) of 0.1, and these subcultures were then grown at 30°C for 18 h, after which 1 mL of culture was removed, cells were pelleted, and then washed with 1 mL of sterile water.

Washed cell pellets were resuspended in lysis buffer (50 mM phosphate buffer [pH 7.0], 0.27% [vol/vol] β-mercaptoethanol, 0.1% [vol/vol] Triton X-100, 1 mg/mL lysozyme) and incubated at 37°C for 30 min. The resulting cell lysate was then centrifuged, and the supernatant was used in the β-glucuronidase assay. In a 96-well plate, 150 µL of Z-buffer (600 mM Na_2_HPO_4_, 400 mM NaH_2_PO_4_, 0.1 mM MgSO_4_, 10 mM KCl, 2.7 mL β-mercaptoethanol), 16.7 µL of cell lysate, and 33.3 µL of PNPG (4 mg/mL p-nitrophenyl-β-D-glucuronide dissolved in Z-buffer) were loaded into each well. For blanks, 166.7 µL Z-buffer and 33.3 µL of PNPG were loaded. OD_420_ was measured at 1 min intervals for 1 h in a microplate reader (CytationTM3 Multi-Mode Microplate Reader and Cell Imager). Miller units were calculated for each replicate at the endpoint (1 h or at the time of signal overflow) reading using the following formula:

$$Enzymatic\;activity\;(Miller\;Units)=1,000\times \frac{Abs_{420}}{t\times v\times OD_{600}}.$$

In this calculation, Abs_420_ corresponds to the yellow colour of the o-nitrophenol, v represents volume assayed in milliliters, t represents the reaction time in minutes, and OD_600_ is the optical density at 600 nm of the starting culture and represents cell density. For each of the four biological replicates, this measurement was averaged across three technical replicates. The signal associated with the pGUS plasmid control in a respective parent strain (wild-type or RNase mutant with/without *phoP*) was subtracted from the experimental *glnA* or *nirB* sample. Subsequently, the fold change between the parent (RNase mutant or wild-type) and the same strain carrying the *phoP* phosphomimetic overexpression construct was calculated and plotted.

### Chloramphenicol quantification by LC-MS

Cultures were lyophilized, and the resulting lyophiles were resuspended in 10 mL methanol and shaken overnight on a rotary shaker at 4°C. After centrifugation to remove particulate matter, the soluble samples were used for liquid chromatography-mass spectrometry (LC-MS) analyses. The extracts were analyzed using an Agilent 1290 Infinity II LC coupled to an Agilent 6495C triple quadrupole, where 5 µL of the injected extracts were separated on a Zorbax SB-C18 column (100 mm by 2.1 mm by 1.8 µm) at a flow rate of 0.3 mL/min. The draw speed was 50 µL/min, and the eject speed was 200 µL/min with a 2.4 s wait time. Extracted metabolite separation was achieved using a gradient of 0 to 8 min from 95% to 5% A, 8 to 10 min isocratic 5% A, a gradient of 10 to 10.1 min from 5% to 95% A, and 10.1 to 12 min isocratic 95% A, where A is water with 0.1% formic acid (FA) and B is acetonitrile with 0.1% FA. Chloramphenicol was detected using the negative ionization mode, where 321–152 is the quantifying transition and 321–35.2 is the qualifying transition (considering precursor ion–product ion). Chloramphenicol was quantified from cell extracts by comparison to a ten-point standard curve of 10–2,000 ppb chloramphenicol in technical duplicate.

# Supplementary material for: Defining the networks that connect RNase III and RNase J-mediated regulation of primary and specialized metabolism in Streptomyces venezuelae
**Source:** J Bacteriol. 2025 Apr 14;207(5):e00024-25. doi: 10.1128/jb.00024-25
**Supplement:** Supplemental figures — Fig. S1 to S5.

Supplementary figures

Figure S1

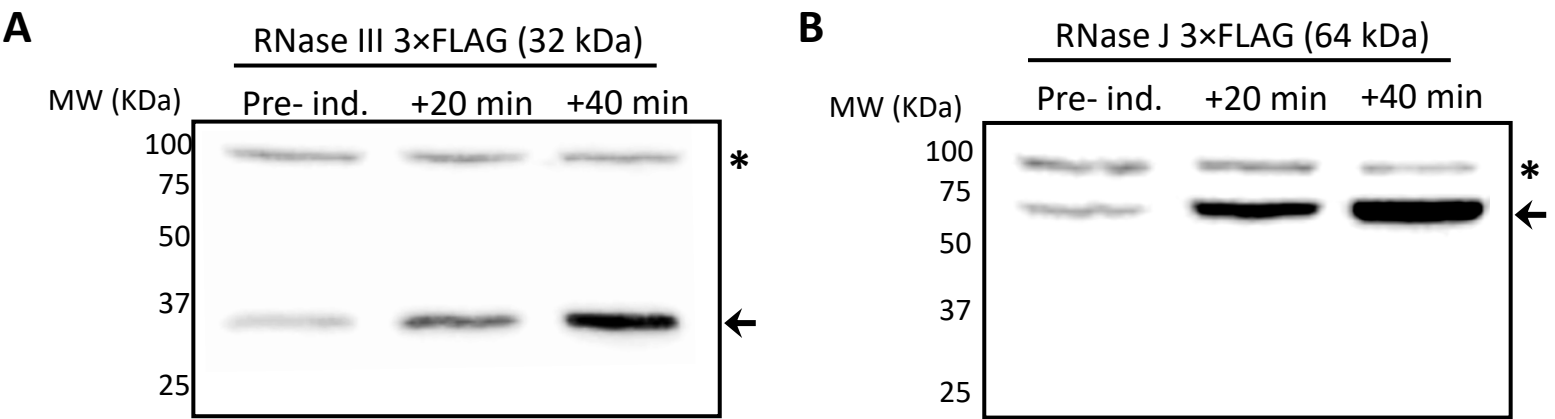

**Supplementary Figure 1: RNase III and RNase J are effectively induced following addition of thiostrepton.** Immunoblot for **(A)** RNase III 3×FLAG and **(B)** RNase J 3×FLAG using anti-FLAG-specific antibodies, in samples isolated pre-induction and 20- and 40-minutes post-induction. Arrow heads indicate the induced RNase III (left) and RNase J (right). Asterisks mark a non-specific band that served as a protein loading control.

Figure S2

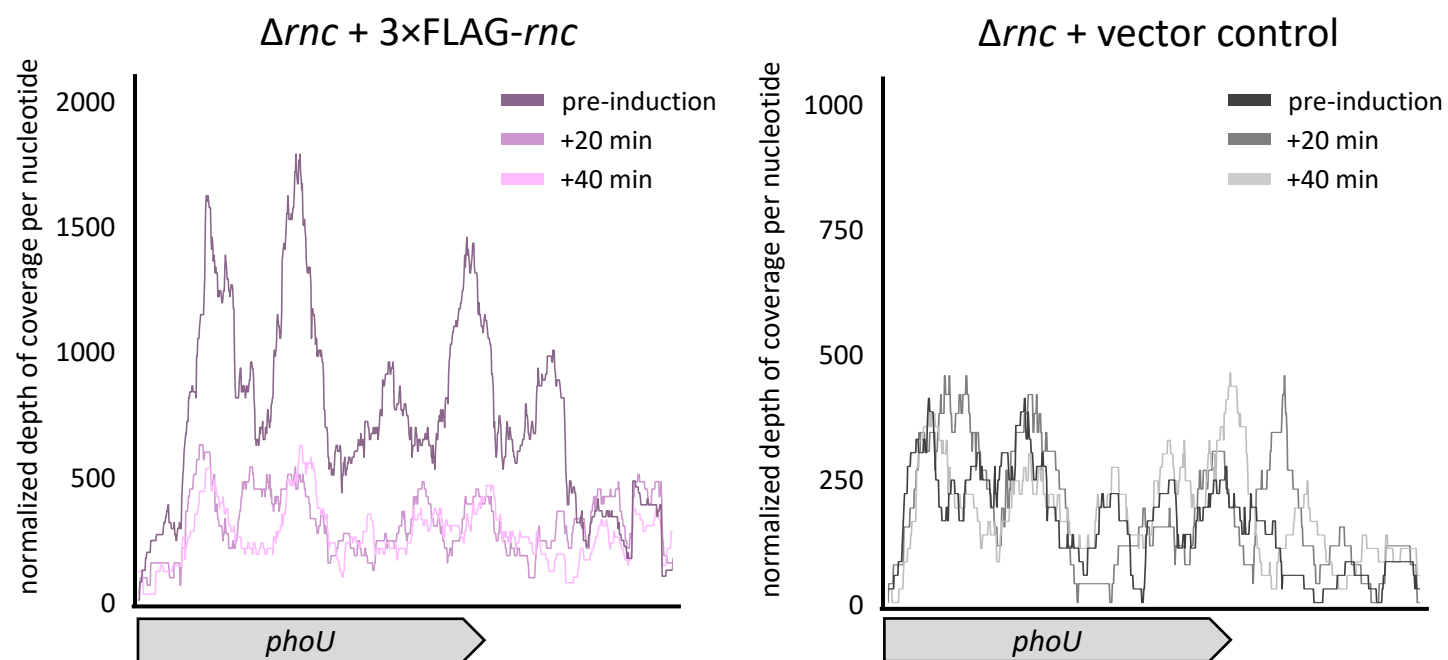

**Supplementary Figure 2: *phoU* transcript is directly targeted by RNase III.** Second biological replicate for experiment presented in Figure 5C.

Figure S3

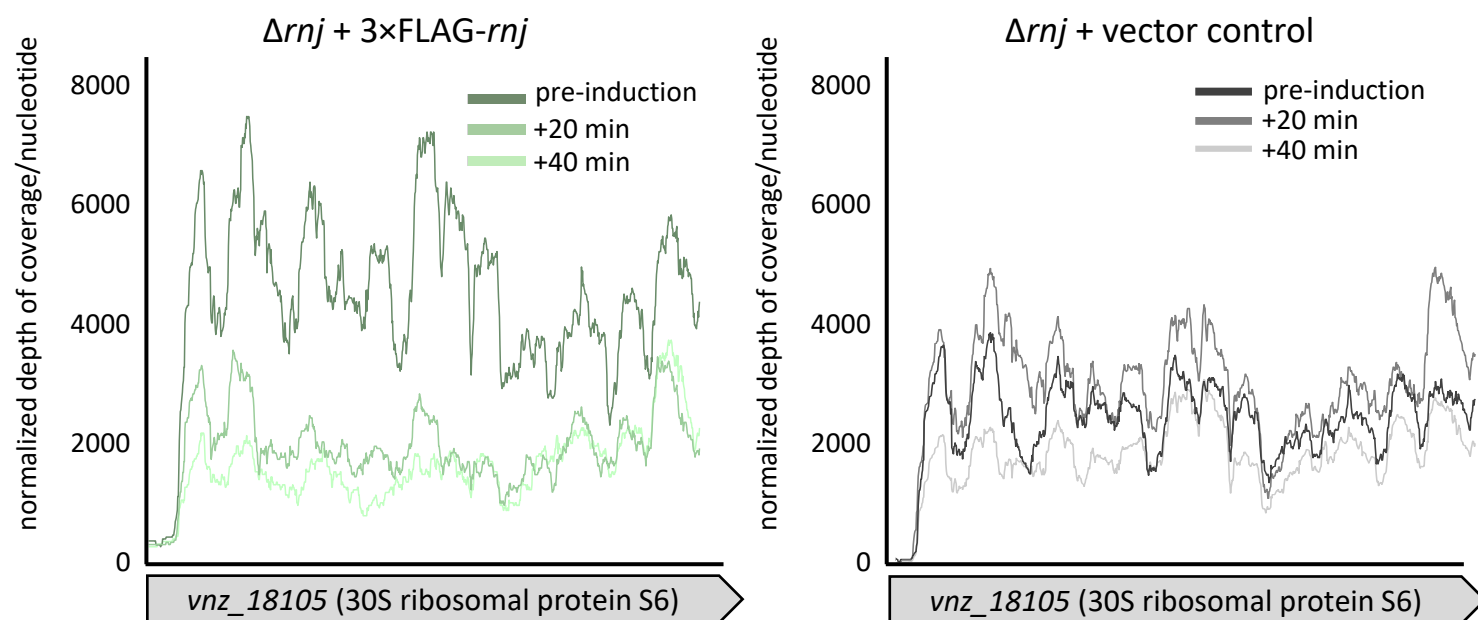

**Supplementary Figure 3: *vnz\_18105* transcript is directly targeted by RNase J.** Second biological replicate for experiment presented in Figure 6.

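Fig. 6 and this figure each show one replicate as coverage per nucleotide. Per gene, vnz_18105 had 523 normalized counts at 0 min, 196 at 20 min and 131 at 40 min in replicate 1 of the 3×FLAG-RNase J strain, and 4312, 1256 and 176 in replicate 2. The empty vector strain had 791, 356 and 463 in replicate 1 and 1136, 1260 and 1519 in replicate 2.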

Figure S4

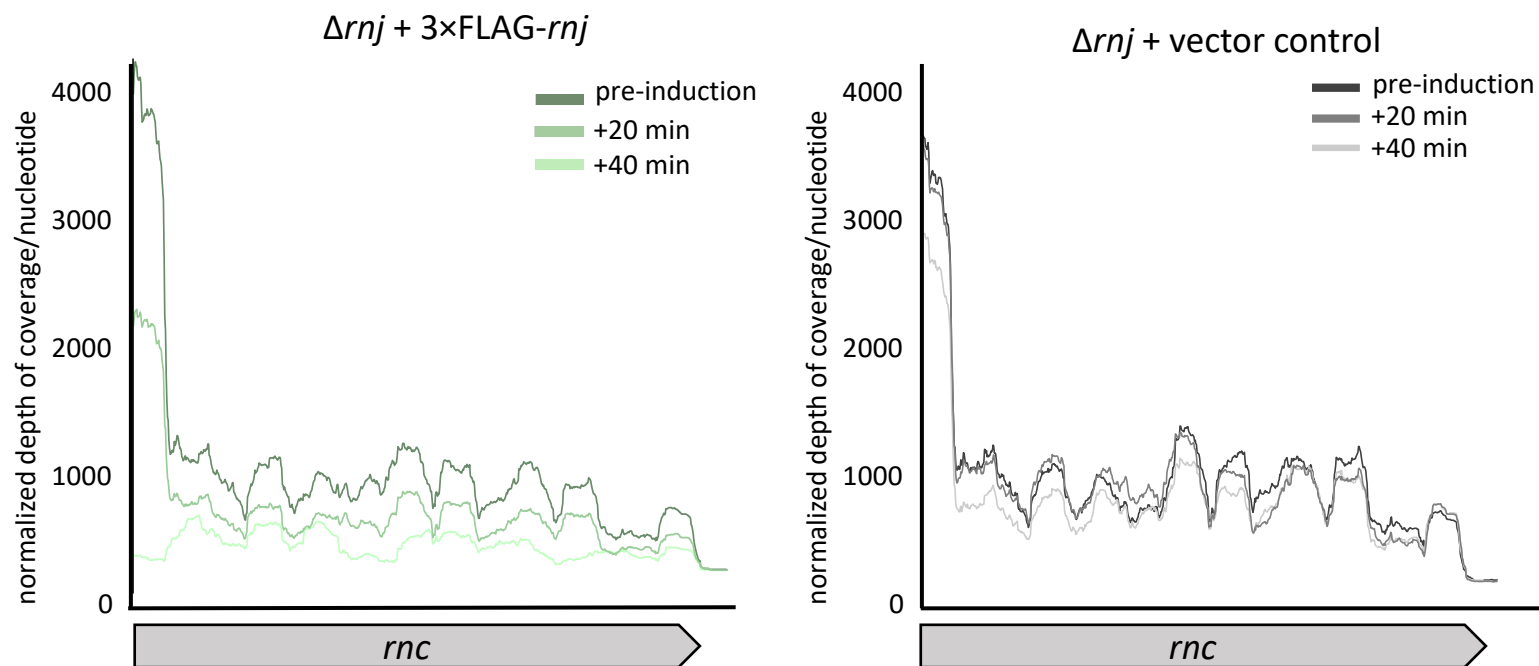

**Supplementary Figure 4: *rnc* transcript is directly targeted by RNase J.**  
Second biological replicate for experiment presented in Figure 7B.

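Per gene, *rnc* (vnz_26040) had 670 normalized counts at 0 min, 371 at 20 min and 250 at 40 min in replicate 1 of the 3×FLAG-RNase J strain, and 1820, 1007 and 512 in replicate 2. The empty vector strain had 1126, 450 and 793 in replicate 1 and 1254, 1780 and 1854 in replicate 2.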

Figure S5

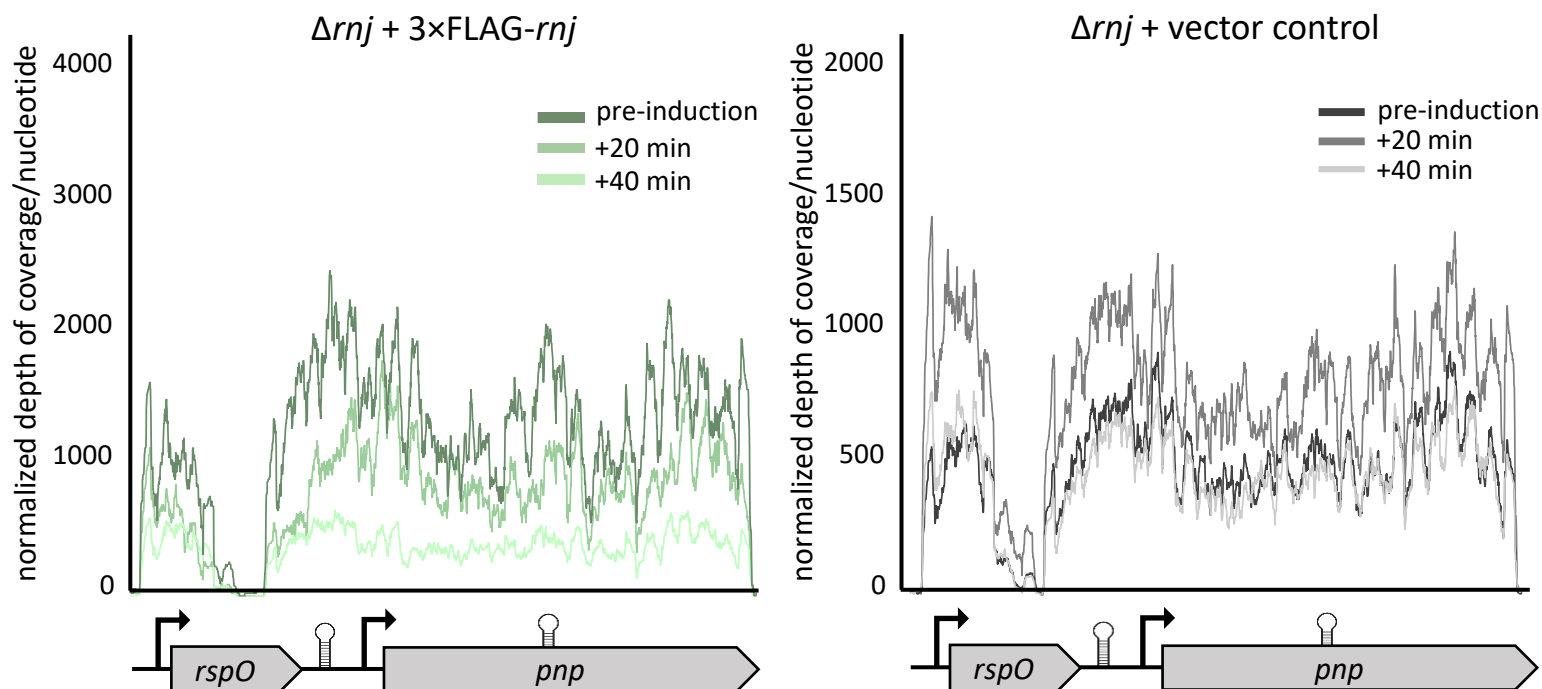

**Supplementary Figure 5: *rspO-pnp* transcript is directly targeted by RNase J.** Second biological replicate for experiment presented in Figure 7D.

# Supplementary material for: Defining the networks that connect RNase III and RNase J-mediated regulation of primary and specialized metabolism in Streptomyces venezuelae
**Source:** J Bacteriol. 2025 Apr 14;207(5):e00024-25. doi: 10.1128/jb.00024-25
**Supplement:** Supplemental tables — Tables S6 to S8.

**Supplementary Table S6 – Strains used in this study**

| Strains                                     | Genotype/characteristics/use                                                                  | Reference  |
|---------------------------------------------|-----------------------------------------------------------------------------------------------|------------|
| <i>Streptomyces venezuelae</i> NRRL B-65442 | Wild type                                                                                     | [1]        |
| E325                                        | <i>S. venezuelae rnc::aac(3)IV</i> (vnz_26040)                                                | [2]        |
| E326                                        | <i>S. venezuelae rnj::aac(3)IV</i> (vnz_26680)                                                | [2]        |
| E390                                        | <i>S. venezuelae chpDFG rdlAB::aac(3)IV</i> (vnz_22870-vnz_22985) <i>rnc::hyg</i> (vnz_26040) | This work  |
| E391                                        | <i>S. venezuelae rsbN::aac(3)IV</i> (vnz_15660)                                               | This work  |
| <i>Streptomyces coelicolor</i> A3(2) M145   | Wild type; used to amplify <i>tipA</i>                                                        | [3]        |
| <i>Escherichia coli</i> DH5 $\alpha$        | Routine cloning                                                                               | Invitrogen |
| <i>E. coli</i> BW25113/pIJ790               | Introducing mutations in cosmid DNA                                                           | [4]        |
| <i>E. coli</i> ET12567/pUZ8002              | Generation of methylation-free plasmid DNA and conjugation into <i>Streptomyces</i>           | [4]        |

**Supplementary Table S7 – Plasmids and cosmids used in this study**

| Cosmid/plasmid | Description                                                                                                                                                                                 | Reference                            |
|----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------|
| sv-6-D01       | <i>S. venezuelae</i> cosmid carrying <i>rsbN</i>                                                                                                                                            | Gift from M. Buttner                 |
| sv-4-H10       | <i>S. venezuelae</i> cosmid carrying <i>rdlAB chpDFG</i>                                                                                                                                    | Gift from M. Buttner                 |
| sv-3-B07       | <i>S. venezuelae</i> cosmid carrying <i>rnc</i>                                                                                                                                             | Gift from M. Buttner                 |
| pIJ773         | Plasmid carrying the <i>aac(3)IV-oriT</i> cassette                                                                                                                                          | [4]                                  |
| pIJ10700       | Plasmid carrying the <i>hyg-oriT</i> cassette                                                                                                                                               | [5]                                  |
| pMS82          | Integrative cloning vector: <i>hyg, oriT, int</i> $\Phi$ BT1, <i>attP</i> $\Phi$ BT1                                                                                                        | [6]                                  |
| pMC390         | <i>P<sub>ermE*</sub>-vnz_19585</i> ( <i>phoP</i> D52E) cloned into pMS82                                                                                                                    | This work                            |
| pIJ6902        | Integrative cloning vector: <i>aac(3)IV, tsr, oriT, int</i> $\phi$ C31, <i>attP</i> $\phi$ C31                                                                                              | [7]                                  |
| pMC388         | pIJ6902::Apra:Hyg:: <i>tipA</i> ; <i>tipA</i> sequence from <i>S. coelicolor</i> cloned into BglII site of pIJ6902. Apramycin resistance marker replaced with hygromycin resistance marker. | This work                            |
| pMC387         | pIJ6902:: $\Delta$ Apra:Hyg::riboswitch:: <i>tipA</i> ; theophylline-responsive riboswitch cloned between the <i>tipA</i> promoter and <i>tipA</i> coding sequence                          | Riboswitch sequence [8]<br>This work |
| pMC386         | pIJ6902:: $\Delta$ Apra:Hyg::riboswitch:: <i>tipA::rnc3</i> ×FLAG; <i>rnc</i> sequence with an N-terminal 3×FLAG tag cloned under <i>tipA</i> promoter                                      | This work                            |

|        |                                                                                                                                |           |
|--------|--------------------------------------------------------------------------------------------------------------------------------|-----------|
| pMC389 | pIJ6902::ΔApra::Hyg::riboswitch::tipA::rnj3×FLAG; rnj sequence with an N-terminal 3×FLAG tag cloned under <i>tipA</i> promoter | This work |
| pGus   | Integrative cloning vector: <i>aac(s)IV</i> , <i>aadA</i> , <i>oriT</i> , <i>int</i> ϕC31, <i>attP</i> ϕC31, <i>gusA</i>       | [9]       |
| pMC391 | Kanamycin resistance gene ( <i>kan</i> ) cloned into pGus                                                                      | This work |
| pMC392 | <i>glnA</i> promoter sequence cloned upstream of promoterless <i>gusA</i> in pGus (pMC391)                                     | This work |
| pMC393 | <i>nirB</i> promoter sequence cloned upstream of promoterless <i>gusA</i> in pGus (pMC391)                                     | This work |

**Supplementary Table S8 – Oligonucleotides used in this study**

| Name                 | Sequence (5' – 3')*                                             | Use                                              |
|----------------------|-----------------------------------------------------------------|--------------------------------------------------|
| rdlB<br>RED F        | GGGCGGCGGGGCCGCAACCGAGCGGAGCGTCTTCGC<br>TCAATTCGGGGGATCCGTCGACC | <i>chpDFG rdlAB</i> ReDirect cassette            |
| chpG<br>RED R        | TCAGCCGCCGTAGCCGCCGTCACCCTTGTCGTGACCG<br>TCTGTAGGCTGGAGCTGCTTC  | <i>chpDFG rdlAB</i> ReDirect cassette            |
| Rdl int<br>F         | CAGGGTTCCTGAACAAGCC                                             | <i>chpDFG rdlAB</i> mutant check                 |
| Rdl<br>check<br>up R | TGAAGTGACGGCACACGTA                                             | <i>chpDFG rdlAB</i> mutant check                 |
| rsbN<br>RED F        | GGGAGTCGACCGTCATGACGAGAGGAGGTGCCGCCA<br>GTGATTCCGGGGATCCGTCGACC | <i>rsbN</i> ReDirect cassette                    |
| rsbN<br>RED R        | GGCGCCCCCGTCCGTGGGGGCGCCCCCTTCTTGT<br>CATGTAGGCTGGAGCTGCTTC     | <i>rsbN</i> ReDirect cassette                    |
| rsbN<br>up F         | CACTCTTCGTGTGGATGCG                                             | <i>rsbN</i> mutant check                         |
| rsbN<br>down R       | AGCGAGTCACCGGGAAGCG                                             | <i>rsbN</i> mutant check                         |
| rsbN in<br>R         | AGCGAGTCACCGGGAAGCG                                             | <i>rsbN</i> mutant check                         |
| nirB<br>XbaI F       | ATATTCTAGAGGCGGGAACGGGTGCG                                      | Cloning <i>nirB</i> promoter into pGus           |
| nirB<br>KpnI R       | ATATGGTACCACCGGGAAGCGTGCGC                                      | Cloning <i>nirB</i> promoter into pGus           |
| glnA<br>XbaI F       | ATATTCTAGACCAAGATCCGAGTGCTTGCC                                  | Cloning <i>glnA</i> promoter into pGus           |
| glnA<br>KpnI R       | ATATGGTACCCCACTCCTCTACTCCC                                      | Cloning <i>glnA</i> promoter into pGus           |
| KanR F               | CACGCTGCCGAAGCACTCAGG                                           | Cloning Kan resistance                           |
| KanR R               | TCAGAAGAACTCGTCAAGAAGGCGA                                       | Cloning Kan resistance                           |
| TipA<br>BglII F      | ATATAGATCTCTGACCGAGGTGGTTCCTCC                                  | Amplify <i>tipA</i> with BglII restriction sites |

|                 |                                                                       |                                                                                   |
|-----------------|-----------------------------------------------------------------------|-----------------------------------------------------------------------------------|
| TipA<br>BglII R | ATAC <u>CAGATCT</u> GTCTCACCAAGACGCTGGTCG                             | Amplify <i>tipA</i> with BglII restriction sites                                  |
| Ribo<br>TipA F  | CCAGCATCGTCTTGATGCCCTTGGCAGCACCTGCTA<br>AGGAGGCAACAAGGTGAGCTACTCCGTGG | Add riboswitch between <i>tipA</i> and promoter (overlap extension)               |
| Ribo<br>TipA R  | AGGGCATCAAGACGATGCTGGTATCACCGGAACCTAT<br>AGTGAGTCGTAAGTACGCGCTCCACGC  | Add riboswitch between <i>tipA</i> and promoter (overlap extension)               |
| PhoP F          | CATCAT <u>CATATGGT</u> GACCCGAGTGCTTGT                                | Cloning <i>phoP</i> into pMS82                                                    |
| PhoP R          | CATCAT <u>CTCGAGG</u> GAACACATGAAGGGGC                                | Cloning <i>phoP</i> into pMS82                                                    |
| PhoP<br>D52E F  | CTCCTCGAGCTGATGC                                                      | Site directed mutagenesis of <i>phoP</i> (D52E; overlap extension)                |
| PhoP<br>D52E R  | GCATCAGCTCGAGGAG                                                      | Site directed mutagenesis of <i>phoP</i> (D52E; overlap extension)                |
| 3xF<br>NdeI F   | ATAT <u>CATATGG</u> ACTACAAGGACCACGACGG                               | Cloning either <i>rnc</i> or <i>rnj</i> 3xFLAG (binds FLAG sequence) into pIJ6902 |
| rnj R           | CATCAT <u>GGTAC</u> CCCCGTTCTGGCGGAGC                                 | Cloning <i>rnj</i> into pIJ6902                                                   |
| rnc R           | ATAT <u>GGTAC</u> GACAGCGACTCAACC                                     | Cloning <i>rnc</i> into pIJ6902                                                   |
|                 |                                                                       |                                                                                   |

\*Bold: resistance cassette-specific sequences; underlined: engineered restriction enzyme sites

## References

- [1] Gomez-Escribano JP, Holmes NA, Schlimpert S, Bibb MJ, Chandra G, Wilkinson B, Buttner MJ, Bibb MJ. 2021. *Streptomyces venezuelae* NRRL B-65442: genome sequence of a model strain used to study morphological differentiation in filamentous actinobacteria. J Ind Microbiol Biotechnol. 1(48):9–10.
- [2] Jones SE, Leong V, Ortega J, Elliot MA. 2014. development, antibiotic production, and ribosome assembly in *Streptomyces venezuelae* are impacted by RNase J and RNase III deletion. J Bacteriol. 196(24):4253–4267.
- [3] Keiser T, Bibb M, Buttner M, Chater K. 2000. Practical *Streptomyces* Genetics.
- [4] Gust B, Challis GL, Fowler K, Kieser T, Chater KF. 2003. PCR-targeted *Streptomyces* gene replacement identifies a protein domain needed for biosynthesis of the sesquiterpene soil odor geosmin. Proc Natl Acad Sci. 100(4):1541–1546.
- [5] Gust B, Chandra G, Jakimowicz D, Yuqing T, Bruton CJ, Chater KF. 2004.  $\lambda$  *red*-mediated genetic manipulation of antibiotic-producing *Streptomyces*. Adv Appl Microbiol. 54:107–128.
- [6] Gregory MA, Till R, Smith MCM. 2003. Integration site for *Streptomyces* phage  $\phi$ BT1 and development of site-specific integrating vectors. J Bacteriol. 185(17):5320–5323.
- [7] Huang J, Shi J, Molle V, Sohlberg B, Weaver D, Bibb MJ, Karoonuthaisiri N, Lih C, Kao CM, Buttner MJ, Cohen SN. 2005. Cross-regulation among disparate antibiotic biosynthetic pathways of *Streptomyces coelicolor*. Mol Microbiol. 58(5):1276–1287.
- [8] Kamiura R, Toya Y, Matsuda F, Shimizu H. 2019. Theophylline-inducible riboswitch accurately regulates protein expression at low level in *Escherichia coli*. Biotechnol Lett. 41(6–7):743–751.

- [9] Myronovskyi M, Welle E, Fedorenko V, Luzhetskyy A. 2011.  $\beta$ -Glucuronidase as a sensitive and versatile reporter in actinomycetes. *Appl Environ Microbiol.* 77(15):5370–5383.

How the deposited data were processed for this re-analysis (not part of the article)

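The data are RNA-seq libraries of the induction experiments with RNase III and RNase J: 24 libraries from 8 cultures, in 12 conditions of 2 biological replicates (3×FLAG or empty vector, for 2 RNases, at 0, 20 and 40 min after thiostrepton). The developmental time course behind Fig. 1 to 4 and Tables S1 to S5 was not analysed here, and Tables S1 to S4 were used only as lists of genes. According to the methods, cultures were grown for 8 h, theophylline was added to 4 mM, and 2 h later thiostrepton was added to 50 µg/mL.

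The authors aligned paired-end MiSeq reads with Bowtie2, counted reads per gene with HTSeq-count and normalized them with DESeq2. The deposited table holds these normalized counts, an expression score rounded to whole numbers, for 7377 genes and other features in 24 columns, all of which were used. None of the values is other than whole. The columns are named by alignment file. For 12 samples the deposited title conflicts with that name, and the names were used, so that the condition and the replicate number of these columns come from the column names. Levels of *rnc* and *rnj* in every library were reported as a check of the labels.

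Because the values had been normalized and rounded, each library's scale factor was estimated from the gaps and repeats among its values from 3 to 79, over factors between 0.4 and 1.8. Tested on simulated data, 20 of 21 factors were found within 1%. The factors lay between 0.561 and 1.509. They put the number of reads counted per library between 2010000 and 3750000, with a median of 2675000, and the sum of normalized counts between 1850907 and 3624382, with a median of 2605479. Reads carry no molecular identifiers, so such numbers cover counting error only. Replicates differed by more than counting error, with a median chi-square per gene of at least 6.61 in every condition. Pearson's r between the 2 replicates of a condition lay between 0.40 and 0.80 across genes, which are not independent replicates.

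Tests were run with limma 3.58.1 in R 4.3.3, as a fit with a trend in the variance on log2(normalized count + 1), over the 3265 genes with a mean above 50 over 24 libraries. Estimates of depth and figures were made with Python, numpy, pandas and matplotlib. The design had a count model for raw counts and limma for normalized values, and the deposited values needed the latter. Each RNase had its own fit of 12 libraries with one term per condition, since the 2 libraries of a condition are too few for an estimate of their own. The comparisons were 40 and 20 min against 0 min with the 3×FLAG construct, 40 against 0 min with the empty vector, the difference between these changes, and 3×FLAG against empty vector at 0 min. Genes were called lower or higher at a Benjamini-Hochberg adjusted p below 0.05 and a change of more than 2-fold. These limits, and the rule that a candidate target is called lower with the 3×FLAG construct and not called with the empty vector, follow the paper's methods. The construct's own gene was left out of the counts, which leaves 3264 genes. The 14 ribosomal protein genes of Table 1 were tested as a set with limma's fry, which estimates the correlation between genes, and their share of candidate targets with a two-sided Fisher's exact test. Table 1 lists these genes because they fell in the 3×FLAG-RNase J libraries used here, so tests of their fall in that strain are not independent evidence, and the p of Fisher's exact test is not given. These tests, the alternatives in the closing section apart from those marked as chosen later, and the rule for named genes were written before the data were examined. The rule names every gene the paper names for these experiments (the values of Table 1 had been seen), for each RNase up to 5 candidate targets with the largest fall and 3 genes with the largest rise that are called with the 3×FLAG construct only and whose 40 min libraries both lie on one side of both 0 min libraries, and the 3 largest rises and falls called with each empty vector.

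The replicate numbers pair the time points of one culture, since the methods describe cultures sampled at 0, 20 and 40 min. As a check, the difference between replicates 1 and 2 was correlated between time points over the 3265 genes. Pearson's r was 0.21 to 0.79 in the RNase III strains and 0.55 to 0.91 in the RNase J strains. Between the 3×FLAG and the empty vector strains, which share only a number, it was −0.54 to −0.12 for RNase III and −0.03 to 0.15 for RNase J. The fits without a block are the main ones because the methods name no block, and the fit with each culture as a block is an alternative. The main fits thus leave out the pairing of time points within a culture. The number of candidate targets depends on this choice. It was 0 for RNase III and 4 for RNase J without the block, and 19 and 13 with it. The other alternatives were pseudocounts of 0.5 and 5, a mean above 10 or no filter, scaling every library to the same total, a fit of only the groups compared, and leaving out 1 library at a time. With 1 library left in a condition, that library is assumed to vary like the others.

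The tests were run first on simulated data with the real genes' means and spreads, as 5 sets with 200 changed genes each, for the comparison of 40 with 0 min. In the RNase III design, 20.0%, 85.1% and 97.9% of changes of 1.5, 3 and 5 on the log2 scale were called, with 6 false calls among 15325 unchanged genes. In the RNase J design 1.79%, 51.0% and 92.1% were called, with 0 false calls. With each culture as a block these shares were 33.4%, 92.2% and 99.1% for RNase III with 29 false calls, and 35.5%, 96.4% and 100% for RNase J with 42 false calls. For lists of 14 unchanged genes, p from fry was below 0.05 for 3 of 100 lists in the RNase III design and 0 of 100 in the RNase J design, and for 5 and 6 with the block. For lists of 14 genes changed by 3 it was below 0.05 for 5 of 5 in each. The simulated genes varied independently of each other, whereas the 14 ribosomal protein genes moved together within a culture. The shares from fry therefore do not carry over to that list.

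Gene names come from Table 1 and Tables S6 and S7. No table pairs the identifiers of the deposited values with names beyond these, and the annotation at hand is of another assembly that lists none of the identifiers. Genes with near-identical copies, such as *rrf* (5S rRNA), can share reads in ways the counting does not show.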

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

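The comparisons of conditions within the fit of each RNase, and their repeats with single libraries left out, were set before the data were examined. The tests of the scaling, of sequencing depth and of leaky expression were chosen before the results they weigh were seen. All other tests in this part, including that of the difference between the RNases, were chosen only after.

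A signal outside the genes the paper discusses appeared in the empty vector strain of the RNase J experiment, where 19 genes were called higher at 40 min. The same 19 rose more than 2-fold in 7 of the 8 cultures, and 2 of them did in replicate 1 of the RNase III empty vector strain. In that culture the median of the 19 genes was 9 to 11 normalized counts at 20 and 40 min, the level of the libraries at 0 min (9 to 12), while the 14 libraries of the other cultures had medians of 737 to 2824. Low depth is argued against, since the culture's libraries had at least 2790000 estimated reads and the 14 responding libraries had 2010000 to 3350000. The authors' scaling is argued against as well, since after scaling to the same total the median log2 change of the 19 genes at 40 min was 0.44. An exchange of time points between libraries would need a library labelled 0 min with high values, and the highest median among them was 12. A culture that did not receive or did not sense thiostrepton stays open, since the median change of −0.22 at 20 min is part of the observation and does not test it, and so do libraries made from another culture than their names say. The 19 genes were called in the fit of the RNase J libraries, so their rise in that experiment is not independent evidence. The RNase III libraries were not in that fit. There all 19 rose with 3×FLAG-RNase III (medians 6.83 and 7.40 at 40 min) and in replicate 2 of the empty vector strain (7.05). In replicate 1 of the empty vector strain only 2 did. That these genes respond to thiostrepton in every strain remains a hypothesis.

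Before thiostrepton was added, 3 genes were called higher with 3×FLAG-RNase III than with the empty vector, a comparison that the paper does not report: vnz_19570, vnz_19575 and vnz_19580. The last pair stands where Fig. 5A draws *phoU* and *phoR*, and vnz_19570 was not named by the rule and was chosen after its values were seen. The log2 fold change was 5.72 for vnz_19575 and 4.89 for both vnz_19580 and *phoP* (vnz_19585), with adjusted p values of 0.0163, 0.0228 and 0.0575 from limma with Benjamini-Hochberg adjustment, so that *phoP* was not called. That fit counts the 3 time points of one culture as separate replicates. A fit of only the 0 min libraries called neither vnz_19575 nor vnz_19580 (adjusted p = 0.203 for both from limma). The call of vnz_19575 was lost without either 3×FLAG library at 0 min (5.94 without replicate 1 and 5.49 without replicate 2) and without the empty vector library of replicate 2 at 0 min (4.75). The call of vnz_19580 was also lost without either empty vector library at 0 min (5.56 and 4.22) or at 40 min (4.89 in both). In the RNase J strains vnz_19575 had 51 to 227 normalized counts, as low as in the RNase III empty vector strain (41 to 193), and Tables S1 and S3 list vnz_19570 to vnz_19585 as lower in the mutants. The other direction is reported too, since the paper describes *phoU* as higher in the ∆*rnc* mutant than in the wild-type during reproductive growth. The authors' scaling is argued against by a log2 fold change of 5.44 for vnz_19575 after scaling to the same total. An exchange of the 3×FLAG and empty vector labels is argued against by *rnc*, whose lower value among the 3×FLAG libraries at 0 min was 68 against at most 3 in any empty vector library. Leaky RNase III that partly undoes the effect of the deletion may raise genes that the ∆*rnc* strain expresses less. The 270 tested genes that Table S1 lists as higher in the mutant had a median log2 fold change of −0.71, with 59 above 0, and the 102 listed as lower had a median of 0.34, with 73 above 0. Among 10000 random lists of the same size matched on mean expression these medians lie at percentiles 0 and 100, which describes these libraries and favours leaky RNase III or any other difference between the cultures in the same genes. The set tests did not pass 0.05 (adjusted p = 0.281 for both from limma's fry), so this stays open, as does another difference between the strains.

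In the same comparison 7 features were called lower with 3×FLAG-RNase III, and all 7 are the *rrf* copies (5S rRNA). Their values summed over the copies lay between 1988 and 4909 in the 6 libraries of the RNase III empty vector strain, between 122 and 344 with 3×FLAG-RNase III and between 46 and 919 in the RNase J strains. The copies are near-identical, and reads may be split between them, which is why the sum is given. The absence of RNase III would give high values in this strain, but that its lowest sum, 1988, is above the highest in any other strain is the observation itself and does not test it, so it stays open. More short RNA kept in these libraries cannot be told apart from it. Its test was the level of another short RNA, *ffs*, with a median of 12.5 in the RNase III empty vector libraries against 37 with 3×FLAG-RNase III and 30.5 in the RNase J strains, and with such low values it does not decide it. Stable RNAs as a whole were not raised, since *ssrA* had 66808 to 86514 normalized counts in the RNase III empty vector libraries against 99279 to 158778 with 3×FLAG-RNase III, and *rnpB* had 11673 to 24699 against 17058 to 36262. The table gives no lengths, so what this says of RNAs as short as *rrf* stays open.

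The 14 ribosomal protein genes of Table 1 changed differently after induction of the 2 RNases, by a median of −3.97 on the log2 scale (adjusted p = 0.0572 over 2 tests from limma's fry, and 0.0236 with each culture as a block). Table 1 lists these genes because they fell in the 2 3×FLAG-RNase J cultures, so this difference is not independent evidence. A response to thiostrepton alone cannot be told apart from differences between cultures. Of the 5 cultures that showed the thiostrepton response without induced RNase J, 3 had a positive median change for the 14 genes (1.77 in replicate 2 of the RNase III empty vector strain, 1.99 in replicate 1 of 3×FLAG-RNase III and 0.51 in replicate 2 of the RNase J empty vector strain), 1 had −0.02, and in replicate 1 of the RNase J empty vector strain all 14 fell, with a median of −1.30 at 20 min and −0.97 at 40 min. The authors' scaling is argued against as the cause of the fall, since the median in the 3×FLAG-RNase J strain was −3.31 after scaling to the same total, where the median of all genes was lower by 0.41 than with the authors' scaling. What stays open is how much the cultures differ in these genes without any RNase. At 0 min their median was 4299 in replicate 2 of the 3×FLAG-RNase J strain, above the 857 to 3421 of the other 7 cultures, and between 0 and 40 min it changed by −1.08 to 1.99 in the 6 cultures without induced RNase J. A difference between the RNases stays open as well, with 2 cultures behind each change.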

How the results depend on the processing

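The crossed pairing of replicate numbers and the fits without a whole RNase III empty vector culture were chosen after the data were seen, and all other alternatives before. Over all results that summarise a comparison, 419 values under an alternative kept their direction and their side of the threshold or stayed within 1.5 times the count, 56 moved, 3 became stronger and 3 reversed. For single genes, 643 values kept their call and direction, 36 lost the call, 6 gained it and 2 reversed. A mean above 10 and no filter moved none of them. Where no cause is given here, the cause was not tested.

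With each culture as a block, the paired fit called 19 genes lower and 27 higher with 3×FLAG-RNase III at 40 min, which made 19 candidate targets, none of them a ribosomal protein gene. For RNase J the block gave 18 lower and 26 higher at 40 min, 16 lower and 43 higher with the empty vector, 7 lower and 24 higher at 20 min, and 13 candidate targets, of which 2 were ribosomal protein genes and 2 were genes of Table 1. Candidate targets of both RNases numbered 1 with the block. The median log2 change of the ribosomal protein genes with 3×FLAG-RNase J was −2.90 with and without the block, and the unadjusted p from limma's fry passed 0.05 with it (0.0193). The block also gave calls to vnz_19570, vnz_19575, vnz_19580, *phoP*, vnz_05835 and vnz_11455, to *rnc* and *rnj* in the strains whose construct carries them, and to vnz_09265, vnz_09270 and vnz_09285 as lower with the RNase J empty vector, so that these 3 were no longer candidate targets. At 40 min it also called vnz_14430 and vnz_25165 higher with 3×FLAG-RNase III, and vnz_25165 and vnz_32400 higher with the RNase J empty vector. With the replicate numbers of the RNase III strains crossed, 3 genes were called lower and 3 were candidate targets (vnz_19570, vnz_19580 and *phoP*). Of the genes listed here, vnz_19570 was not named by the rule and was chosen after its values were seen.

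A fit of only the groups compared called 14 genes higher with 3×FLAG-RNase III at 40 min and 10 at 20 min, called 0 lower and 0 higher at 0 min against the empty vector (where the full fit called 7 and 3), and called 8 higher with the RNase J empty vector and 7 higher with 3×FLAG-RNase J at 20 min. A pseudocount of 5 called 1 gene lower with 3×FLAG-RNase III, vnz_19570, which was 1 candidate target, 3 lower with 3×FLAG-RNase J at 20 min, and *phoP* at 0 min (adjusted p = 0.0497 from limma). With a pseudocount of 0.5, vnz_09265 was not called. Scaling to the same total called 4 lower with 3×FLAG-RNase J at 20 min and gave the ribosomal protein genes a median of −3.31, with a p of 0.0326 from limma's fry. That scaling shifts the median of all genes by −0.41 for 3×FLAG-RNase J and 0.20 for the RNase III empty vector at 40 min, by −0.24 and −0.17 at 20 min with 3×FLAG-RNase III and 3×FLAG-RNase J, and by −0.27 at 0 min for RNase III.

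With 1 library or 1 RNase III empty vector culture left out in turn, 3×FLAG-RNase III at 40 min had 0 to 1 genes lower and 0 to 1 candidate targets (1, vnz_19570, without the 40 min library of replicate 2) and 0 to 22 higher (22 without empty vector culture 1, 21 without culture 2). The RNase III empty vector had 0 to 9 higher (9 without culture 1), and the difference between the strains had 0 to 5 higher (5 without culture 2). At 0 min, 0 to 7 were lower and 0 to 3 higher (4 lower without the 0 min library of 3×FLAG replicate 1 or of either empty vector replicate, 1 higher without either 3×FLAG library or empty vector replicate 2 at 0 min, and 0 of each without either culture). For 3×FLAG-RNase J at 40 min, 0 to 4 genes were lower and 0 to 4 were candidate targets (0 without any 1 of its libraries at 0 or 40 min), and 0 to 5 were lower at 20 min (0 without either 3×FLAG library at 0 min, 2 without either empty vector library at 0 min and 5 without either at 40 min). The RNase J empty vector had 0 to 1 lower (1 without replicate 2 at 40 min). The median of the ribosomal protein genes ranged from −4.10 to −1.80 with 3×FLAG-RNase J and from 0.37 to 1.67 with 3×FLAG-RNase III. It reversed between −1.05 and 0.67 with the RNase J empty vector (0.67 without replicate 1 at 40 min) and between −0.64 and 1.26 with the RNase III empty vector (−0.64 without replicate 2 at 0 min and −0.09 without it at 40 min). With 3×FLAG-RNase III, *ssrA* ranged from −0.52 to 0.13 and vnz_26635 from −0.11 to 1.14. The rises of vnz_25165 and vnz_32400 were not called without either 3×FLAG-RNase J library at 0 min or in the fit of only the groups compared.

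The fits with edgeR and DESeq2 were not run, because 13 of 24 libraries have a scale factor above 1, so that several read counts share one rounded value. Depth limits these results less than the spread between replicates does, since replicates differed by more than counting error. On simulated data of the same size, 51.0% of log2 changes of 3 were called in the RNase J design and 85.1% in the RNase III design.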

Differences from the paper's values

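The alternatives in this part were set before the data were examined, apart from the crossed pairing of replicate numbers, which was chosen after the result was seen.

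Table 1 gives a fold change of −2.4 for PNPase (vnz_26440), which is the paper's value. Here the mean of vnz_26440 rose from 60.0 to 199.5 normalized counts, a ratio of 3.33. No alternative brings the values together: the ratio was 2.24 after scaling to the same total and ranged from 1.03 to 7.98 with 1 library left out. For the other 27 genes of Table 1 the signed fold change of the means differed from the paper's printed value by at most 0.243, and by at most 0.1 for 20 of them.

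The paper's number of RNase J target transcripts is 28, and here there were 4 candidate targets. The paper's number came from DESeq2, which was not run here, so the tests are unlike. In the simulation the main RNase J fit called 1.79% of log2 changes of 1.5 and 51.0% of changes of 3. The median log2 change of the 28 genes was −2.42. A smaller number here is therefore no evidence against a fall of the listed genes. None of the alternatives reaches the paper's number. The closest is the fit with each culture as a block, with 13 candidate targets, 2 of which are in Table 1 (vnz_05835 and vnz_11455). With a pseudocount of 0.5 there were 3, in a fit of only the groups compared there were 5, and with 1 library left out 0 to 4.

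Of its targets, the paper counts 14 that encode ribosomal proteins, and here 0 of the 4 candidate targets did. With the block 2 did, and no other alternative gave any. The paper's range of the fall in these transcripts matches the values here, which run from −3.75 to −31.1.

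The paper names *phoU* as an RNase III target and reports no significant change in *phoP*. Here vnz_19575, at the place of *phoU* in Fig. 5A, and *phoP* (vnz_19585) both had a log2 fold change of −3.46, and neither was called (adjusted p = 0.459 for both from limma with Benjamini-Hochberg adjustment). The fit with each culture as a block calls both (0.0336 and 0.0282), and the crossed pairing, chosen after seeing the values, calls *phoP* (0.0343) and not vnz_19575. The fall of vnz_19575 goes the way the paper describes. Its change of −0.82 in the control differed between the cultures. It was −1.65 in replicate 1, which showed no thiostrepton response, and 0.00 in replicate 2, which did.

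The paper names *rnc* and the *rpsO-pnp* transcript as RNase J targets. Here *rnc* had a log2 fold change of −1.62 and *rpsO* (vnz_26635) of −2.59 with 3×FLAG-RNase J, and over all genes tested neither was called in any fit (lowest adjusted p values 0.111 and 0.0975 from limma, with the block). Adjusted over the list of Table 1 alone, the fit with the block called both (0.00887 and 0.00699 from limma), but the study chose that list on these libraries.

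The paper reports that no change in ribosomal protein transcripts was detected in the control. Here the median change with the RNase J empty vector was −0.21 and limma called 0 of the 14, with 0 at an unadjusted p below 0.05, but all 14 fell in one culture, with a median of −0.97, and 13 rose in the other, with a median of 0.51.

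The paper reports no target shared by both RNases. Here there were 0 as well, and the fit with the block gives 1. That gene, vnz_28915, also fell with both empty vectors, by −1.28 (RNase III) and −1.95 (RNase J) on the log2 scale. The lack of a call there is not a difference between the strains.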

Other observations

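Both tests in this part, of the response of the RNase J candidate targets to thiostrepton and of the identifier of PNPase, were chosen after the results were seen.

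The 4 candidate targets of RNase J fell in cultures without inducible RNase J too. Their median log2 change at 40 min was −4.85 and −5.40 in the 2 cultures with 3×FLAG-RNase J, −5.66 and −2.21 with the RNase J empty vector, and −3.00 and −0.68 with 3×FLAG-RNase III. With the RNase III empty vector it was 0.03 in replicate 1, which showed no thiostrepton response, and −3.90 in replicate 2, which did. These values go with a response to thiostrepton instead of RNase J. The RNase III libraries had no part in the calls of the 4 genes. Such a response remains a hypothesis, since its test was chosen after the results were seen and only 1 RNase III empty vector culture responded. A part played by RNase J in addition stays open.

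Table 1's fold change for PNPase may belong to another gene. The gene after *rpsO* (vnz_26635) in the table is vnz_26640, whose identifier differs from the printed vnz_26440 in 1 digit. Its mean went from 3324 to 1405 normalized counts with 3×FLAG-RNase J, a signed ratio of −2.37. Of the genes tested, 1.59% have a ratio within 0.1 of the printed fold, so the match could have failed. No table pairs vnz_26640 with a name. In the RNase III empty vector strain vnz_26640 had 12848 to 24579 normalized counts, against 3247 to 10584 with 3×FLAG-RNase III and 1172 to 4871 in the RNase J strains. No biological explanation of these levels was tested.

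The rule for named genes also gives 2 rises with 3×FLAG-RNase J and 3 with the RNase J empty vector, none of which a table pairs with a name. With 3×FLAG-RNase J they are vnz_25165 (log2 fold change 5.05, adjusted p = 0.00931 from limma with Benjamini-Hochberg adjustment) and vnz_32400 (4.75, adjusted p = 0.00803 from limma). Both also rose in the RNase J empty vector cultures, from 33 and 28 to 434 and 416 normalized counts for vnz_25165 and from 12 and 14 to 179 and 133 for vnz_32400, so the lack of a call there is not a difference between the strains. For the empty vector they are vnz_14435 (10.39, adjusted p = 3.8e-05 from limma), vnz_14425 and vnz_14430, which were called under every alternative.

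In replicate 2 of the RNase J empty vector strain, *rnj* (vnz_26680) had 331 normalized counts at 40 min, against 5 to 24 in the other 5 libraries of that strain. This lies between the 227 and 405 of the 3×FLAG-RNase J strain at 0 min. Its source was not tested, and results for this strain at 40 min include the library. Without it the median log2 change of the 14 ribosomal protein genes in this strain was −1.05, against −0.21 with it.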
